# Ectopic Expression of *FvVND4c* Promotes Secondary Cell Wall Thickening and Flavonoid Accumulation in *Fragaria vesca*

**DOI:** 10.3390/ijms24098110

**Published:** 2023-04-30

**Authors:** Bei Zhang, Xiaofei Dang, Hao Chen, Tian Li, Fangjie Zhu, Shingo Nagawa

**Keywords:** secondary cell wall, flavonoid, *FvVND4c*, *FvMYB46*, *Fragaria vesca*

## Abstract

Secondary cell wall (SCW) thickening has a significant effect on the growth and development of plants, as well as in the resistance to various biotic and abiotic stresses. Lignin accounts for the strength of SCW. It is synthesized through the phenylpropanoid pathway that also leads to flavonoid synthesis. The coupling strategies for lignin and flavonoid syntheses are diverse in plants. How their syntheses are balanced by transcriptional regulation in fleshy fruits is still unclear. The diploid strawberry (*Fragaria vesca*) is a model for fleshy fruits research due to its small genome and wide scope of genetic transformation. SCW thickening is regulated by a multilevel transcriptional regulatory network wherein vascular-related NAC domains (VNDs) act as key regulators. In this study, we systematically characterized VNDs in *Fragaria vesca* and explored their functions. The overexpression of *FvVND4c* in diploid strawberry fruits resulted in SCW thickening and fruit color changes accompanied with the accumulation of lignin and flavonoids. Genes related to these phenotypes were also induced upon *FvVND4c* overexpression. Among the induced genes, we found *FvMYB46* to be a direct downstream regulator of *FvVND4c*. The overexpression of *FvMYB46* resulted in similar phenotypes as *FvVND4c*, except for the color change. Transcriptomic analyses suggest that both FvVND4c and FvMYB46 act on phenylpropanoid and flavonoid biosynthesis pathways, and induce lignin synthesis for SCW. These results suggest that FvVND4c and FvMYB46 cooperatively regulate SCW thickening and flavonoid accumulation in *Fragaria vesca*.

## 1. Introduction

Cell walls are unique cellular structures of plants, which protect plants from environmental stresses and promote directed growth [1,2]. Plant cell walls are classified into two types. The primary cell wall (PCWs), mainly composed of cellulose, hemicelluloses, and pectin, are dynamic structures that support the growth of plant cells and are fundamental for plant morphogenesis [3,4]. The secondary cell walls (SCW), mainly composed of cellulose, hemicellulose, and lignin, are deposited after the expansion of the PCW and ultimately provide support and rigidity to the plants [5].

The formation of the SCW is a complex process regulated by several gene co-expression networks, in which NAC and MYB are the master regulatory factors. In Arabidopsis, several NAC transcription factors (TFs) represent the first-layer switches that are able to turn on the entire SCW biosynthetic program. The NAC factors include the vascular-related NAC domains (VND1 to VND7) and the NAC secondary wall-thickening promoting factors (NST1, NST2, and NST3) [6,7,8]. All of these *VND* transcription factors are preferentially expressed in developing vascular tissues, although with different expression patterns. The ectopic overexpression of *VNDs* activates the genes for the biosynthesis of cellulose, xylan and lignin, thus causing the ectopic deposition of SCW [9,10,11]. MYB46 and MYB83 act as the secondary layer of master switches of SCW biosynthesis [6,7,8]. In Arabidopsis, *AtMYB46* and its closest functional ortholog *AtMYB83* are preferentially expressed in xylem tissues. Their overexpression induces the ectopic deposition of SCW [12,13]. Conversely, double T-DNA knockout mutations of *AtMYB83* and *AtMYB46* cause SCW loss in vessels and an arrest in plant growth [13]. Furthermore, AtVNDs and/or AtNSTs, the first layer of master regulators of the differentiation of SCW, directly bind to the promotors of *AtMYB46* and *AtMYB83* [12,13,14,15]. Thus, MYB46 and MYB83 act as the secondary layer of master switches of SCW biosynthesis.

Lignin is one of the main components of SCW, providing structural support, water transport capabilities and defense against microorganisms in vascular plants [16]. Lignin biosynthesis starts with the general phenylpropanoid pathway, which also generates precursors for flavonoids [17,18]. Flavonoids exhibit beneficial effects on plant growth and human health. Many studies have found that the biosyntheses of flavonoids and lignin are linked through transcription regulatory networks [19,20,21,22]. Recently, a study characterized the Ripening Inducing Factor (FaRIF), an NAC TF that regulates genes involved in cell wall degradation and the phenylpropanoid pathway. FaRIF controls strawberry fruit firmness and levels of anthocyanin and lignin. The ripe *FaRIF*-silenced fruits showed increased lignification and cell wall metabolism, but delayed ripening with increased fruit firmness and decreased red colorization in the fruits. In contrast, the overexpression of *FaRIF* induced cell wall degradation and flavonoid accumulation [23]. Thus, the regulation of cell wall formation and flavonoid accumulation in fleshy fruit seems to be interconnected, but the molecular mechanisms behind the interconnection are yet unclear.

Strawberry is one of the most popular fleshy fruits because of its unique flavor and fragrance [24,25]. Strawberry fruits easily soften and rot after ripening, resulting in a short shelf life and high storage and transportation costs, which greatly limit the development of strawberry industry. Therefore, the research on the formation of lignin and flavonoids biosynthesis in strawberry fruit provides a basis for the improvement of fruit quality. *Fragaria vesca*, a diploid woodland strawberry, is emerging as a model for the cultivated octoploid strawberry as well as for the *Rosaceae* family. *F. vesca* has multiple merits: a small and sequenced genome, diploidy (2n = 14, 240 Mb genome), small stature, a short life cycle, facile cultivation and a genetic transformation ability [26]. Among *F. vesca* accessions, the seventh inbred line “Yellow Wonder” (YW5AF7) develops white fruit, including white receptacles and white achenes, and is frequently utilized in research on color observations [27]. Comparing the genomic sequences of three *F. vesca* accessions—the red fruit “Ruegen” (‘Rügen’), and the white fruits “Hawaii 4” and “Yellow Wonder”—has identified a candidate SNP in *FvMYB10* that is responsible for the white color [28].

This study identified FvVND4c, an NAC family TF, as one of the master regulators of SCW formation and flavonoid accumulation in *F. vesca*. The transient overexpression of *FvVND4c* promoted ectopic SCW thickening and fruit color changes by inducing lignin biosynthesis and flavonoid accumulation. FvVND4c regulates genes associated with SCW thickening and flavonoid biosynthesis, including *FvMYB46*, the overexpression of which results in similar phenotypes. In addition, transcriptome analysis showed that FvVND4c and FvMYB46 both acted on phenylpropanoid and flavonoid biosynthesis. Furthermore, our results suggest that FvVND4c may directly bind to the promoters to regulate *FvMYB46*. Our findings demonstrate that FvVND4c positively regulates SCW thickening and flavonoid accumulation through FvMYB46. The insights also provide further understanding of the transcriptional regulatory mechanisms underlying the coordination of the biosynthesis of flavonoids and lignin.

## 2. Results

### 2.1. Expression Patterns of SCW-Related NACs in Fragaria vesca

Our previous study identified six *F. vesca* VND/NST candidate genes from the Strawberry Genomic Resources database (http://bioinformatics.towson.edu/strawberry/, accessed on 1 November 2018. FvNST1b in the NST cluster is closest to AtNST1, which has been proven to regulate SCW thickening [29]. FvNST3 has a similar function to FvNST1b. However, FvNST1a is likely a pseudogene because its expression is not detected in any plant developmental stages [29]. In order to explore the functions of the three transcription factors belonging to the VND cluster, we checked their expression levels during strawberry fruit development in “Yellow Wonder” (Figure 1A). Compared with *FvNST1b*, the expressions of *FvVND4a*, *FvVND4b* and *FvVND4c* were relatively low at the earlier stages. The expression of *FvVND4c* was higher than those of other members in this group. The *FvVND4c* expression was highest at the S7 stage, when the firmness of fruits reached the maximum, suggesting its involvement in the subsequent ripening transition. To examine their subcellular localization in vivo, *FvVND4s* were fused between a C-terminal GFP tag and the CaMV 35S promoter (Figure 1B). The transient expression of *FvVND4s* in strawberry fruit demonstrated that FvVND4b and FvVND4c are exclusively located in the nucleus, while FvVND4a is located in both the cell membrane and nucleus. Hence, the results of the subcellular localization of FvVND4s were consistent with their functions as transcription factors.

To examine the expression of *FvVND4s* during vascular differentiation, we established an in vitro cultural system to induce vascular xylem cells using *F. vesca* leaf discs by modifying the Vascular Cell Induction Culture System Using Arabidopsis Leaves (VISUAL) [30,31]. The system successfully differentiated mesophyll cells into xylem cells with SCW thickening (Supplemental Figure S1A,B). We examined the expression level of *FvVND4s* during the culture process, and showed that *FvVND4a* and *FvVND4c* were significantly increased during the induction process (Supplemental Figure S1C). These results suggest that the expression change of *FvVND4s* is associated with xylem induction and SCW thickening in *Fragaria vesca*.

### 2.2. Overexpression of FvVND4c Induces SCW Formation and Color Changes

To investigate the functions of FvVND4s, transient overexpressions of *FvVND4s* were performed in “Yellow Wonder” fruit at 20 days after pollination—the transitional phase from green to white [32]. Seven days after infiltration, strawberry fruits overexpressing *FvVND4b* or *FvVND4c* changed their color from white to dim red, while *FvVND4a* overexpression had no effect on the fruit color (Figure 2A). To examine the formation of SCW, sections of strawberry fruits were stained with Calcofluor White (staining all cell walls) and Auramine O (staining only SCW) [33]. As shown in Figure 2B, the overexpression of *FvVND4b* or *FvVND4c* but not *FvVND4a* induced SCW thickening. Similar results were obtained in relation to transient overexpression in tobacco leaves (Supplemental Figure S2A), indicating that *FvVND4b* and *FvVND4c* influences SCW thickening.

Lignin and flavonoids are indispensable components in the development of cell wall and fruit color in strawberries, respectively [34]. Since the fruit color changed and the SCW thickened following *FvVND4c* overexpression, we checked the total lignin and flavonoids contents of the fruit tissues after seven days of *FvVND4s* overexpression. Both total lignin contents and flavonoid contents were increased upon *FvVND4b* and *FvVND4c* overexpression, and remained unchanged upon the overexpression of *FvVND4a* (Figure 2C,D). Focusing on genes related to vascular elements and flavonoid biosynthesis, the overexpression of *FvVND4c* but not *FvVND4a* significantly altered their expression (Supplemental Figure S2B). These data are consistent with the idea that *FvVND4c* but not *FvVND4a* induces ectopic SCW formation and fruit color changes by regulating the genes involved in lignin and flavonoid biosynthesis. Thus, we chose *FvVND4c* for further exploration.

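RNA was sequenced from *F. vesca* fruits that had been infiltrated at 20 days after pollination with agrobacterium carrying either *35S:FvVND4c* or the empty vector, and that were collected 7 days after infiltration. The deposited labels list 2 libraries for FvVND4c overexpression and 2 for its empty vector, each treatment being represented by at least 5 fruits, whereas the methods state 3 biological replicates for all samples. Which fruits went into which library is not given in the sources used here, so the p-values measure the spread between libraries. The authors mapped the reads to the *F. vesca* v4.0.a2 genome with HISAT2, removed PCR duplicates with SAMtools and counted the reads of each gene with featureCounts. The counts summed to 11089689 and 11884349 in the empty-vector libraries and to 11627860 and 9765362 in the FvVND4c overexpression libraries. These totals hold only reads assigned to genes after duplicates were removed, unlike the mapped reads that the paper reports. At this depth, a gene with no count in a library could still be present at up to 0.234 to 0.307 CPM, the level of 3 counts, which covers counting error only. Genes with too few counts were left out by edgeR's filter, which kept 18766 of 34009 genes, and the totals were scaled by TMM. Differential expression was tested with edgeR's quasi-likelihood test on all 8 libraries of the FvVND4c and FvMYB46 experiments, which thereby share 1 estimate of the spread. A gene was taken as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper, whose text does not say whether its p-values were adjusted. The count files name genes only by the identifiers of the genome annotation, and no table used here pairs these with gene names, so individual genes are given by identifier.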

We further explored how the whole transcriptome responds to the overexpression of *FvVND4c*. Comparing RNA-seq libraries from transformations of *FvVND4c* and the empty vectors, a total of 690 differential expression genes were found. Specifically, 584 genes were upregulated and 106 genes were downregulated (Supplemental Table S1). 

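Most genes that responded to FvVND4c overexpression were upregulated, many of them from a low level. Of the 18766 genes tested, 992 were differentially expressed, of which 783 were upregulated and 209 were downregulated. Against the empty vector of the FvMYB46 experiment, 635 of the upregulated genes (81.1%) and 51 of the downregulated genes (24.4%) were called again. That comparison adds any difference between the experiments to each fold change, so it does not decide which calls hold. The upregulated genes had a median of 2.53 CPM with the empty vector and the downregulated genes a median of 5.32 CPM, against 15.9 CPM for all genes tested, and 259 upregulated genes (33.1%) were below 1 CPM there. A total of 39 upregulated genes had no count in either empty-vector library. The median log2 fold change was 2.17 for the upregulated and -1.56 for the downregulated genes. Changes over 2 on the log2 scale were found for 423 upregulated but only 58 downregulated genes, when silent groups were set to 3 counts. The largest rises by the fitted fold change were those of FvH4_5g00351 and FvH4_6g49590. Whether either gene is the overexpressed FvVND4c itself was not checked, as its identifier was not known here. FvH4_5g00351, on chromosome 5 from 245567 to 246264, reached 99.3 ± 32.3 CPM (SD, n = 2) upon FvVND4c overexpression and had no count in either empty-vector library (adjusted p = 4.81e-06 from edgeR). This mean is 788 times the level of 3 counts over the empty-vector group. The 95% exact binomial lower limit of the ratio, which covers counting error only, was 656. FvH4_6g49590, on chromosome 6 from 37130492 to 37131632, reached 389 ± 27.3 CPM (SD, n = 2), while both empty-vector libraries together held 1 count (adjusted p = 1.34e-09 from edgeR). The ratio was 9197, with a 95% exact binomial interval from 1650 to 363311 that covers counting error only, and the fitted log2 fold change was 10.82 against the empty vector of the FvMYB46 experiment. FvH4_3g09210, on chromosome 3 from 5383424 to 5388046, fell from 14.6 ± 1.18 to 0.295 ± 0.0453 CPM (SD, n = 2 each), a log2 fold change of -5.59 (standard error 0.40, adjusted p = 3.99e-06 from edgeR). The empty-vector libraries of the FvMYB46 experiment held only 0.813 ± 0.321 CPM of this gene (SD, n = 2), and against them its log2 fold change was -1.45 (adjusted p = 0.185 from edgeR). FvH4_4g18710, on chromosome 4 from 22563188 to 22568986, fell from 13.8 ± 6.35 to 0.306 ± 0.184 CPM (SD, n = 2 each), a log2 fold change of -5.51 (standard error 0.67, adjusted p = 2.93e-04 from edgeR), or -6.22 without FvVND4c overexpression replicate 2 and -4.09 against the empty vector of the FvMYB46 experiment (adjusted p = 0.00408 from edgeR). The number of downregulated genes depended on single libraries, as it was 96 without replicate 1 of the empty vector and 506 or 109 without replicate 1 or 2 of FvVND4c overexpression. Without replicate 2 of the empty vector, 721 genes were differentially expressed, of which 616 were upregulated. With at least 10 counts required in every library, 580 genes were differentially expressed and 110 of them downregulated, and with no fold threshold the numbers were 1760 and 480. The paper took its own list of differentially expressed genes, which was not matched to these genes, into its GO and KEGG analyses (Figure 3). It proposes that FvVND4c acts on cell walls and fruit color through genes of lignin and flavonoid biosynthesis. Besides the enriched terms, the paper reports wall staining, lignin and flavonoid contents and q-PCR upon FvVND4c overexpression.

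**Figure D1:**
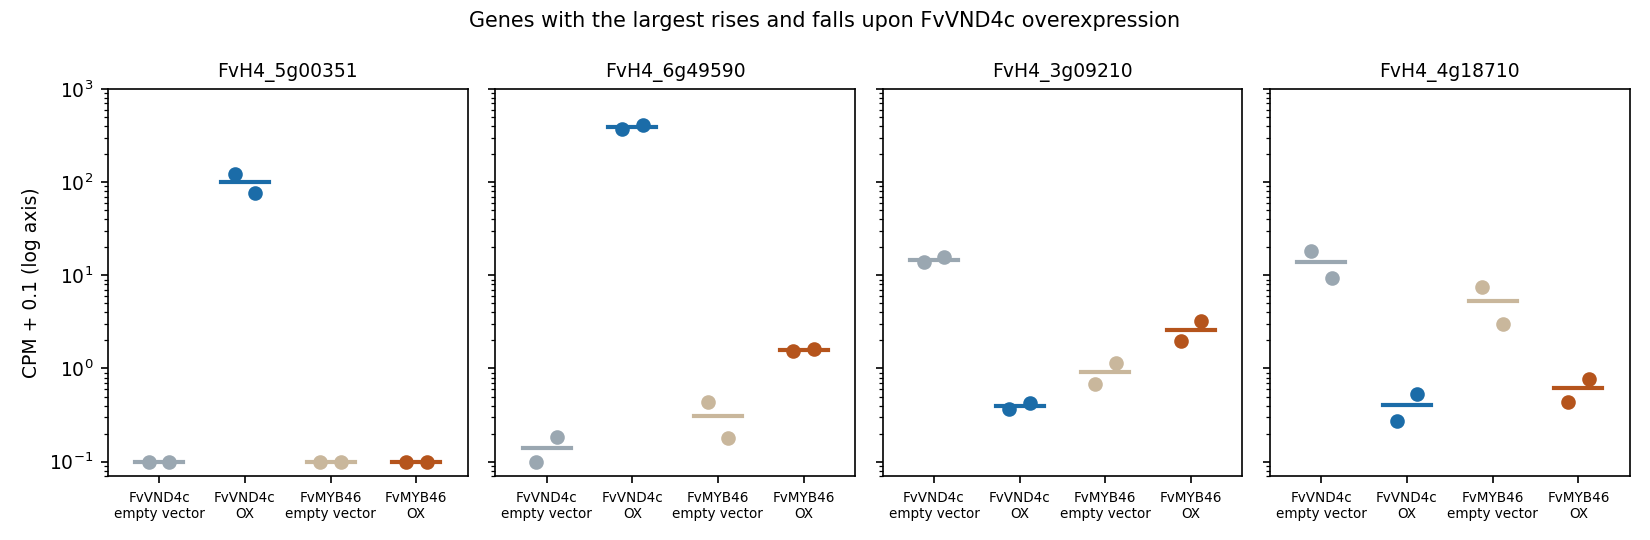
Expression of the 4 genes with the largest rises and falls upon FvVND4c overexpression, in CPM plus 0.1 on a log axis, for the overexpression (OX) and empty-vector libraries of both experiments. Each point is 1 library and each bar the mean of 2 libraries. FvH4_5g00351 has no count outside the FvVND4c overexpression libraries, and FvH4_3g09210 is above 10 CPM only with the empty vector of the FvVND4c experiment.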

GO analysis showed that these genes were enriched via the regulation of SCW biogenesis, xylan, lignin, and hemicellulose biosynthetic processes (Figure 3A). The pathway enrichment analysis (KEGG) showed that they were involved in the regulation of phenylpropanoid and flavonoid biosynthesis pathways (Figure 3B). Taken together, these results suggest that the overexpression of *FvVND4c* induces SCW formation and color changes through the regulation of genes involved in lignin and flavonoid biosynthesis.

### 2.3. FvVND4c Activates Expression of FvMYB46 and FvMYB83

In order to further elucidate how FvVND4c induced ectopic lignification and fruit color change, we next explored its potential downstream genes. AtMYB46 and AtMYB83 are two downstream factors of NACs that acted as second-layer master switches in SCW formation in Arabidopsis [12,13]. Their homologs in strawberry, *FvMYB46* and *FvMYB83*, also showed increased expression levels upon *FvVND4c* overexpression, as confirmed by both the transcriptomic data (Supplemental Table S1) and the qRT-PCR measurements (Figure 4A). In contrast, the overexpression of *FvVND4a* had no effects (Figure 4A). Next, we constructed a mutant version of FvVND4c that lacks the DNA binding site (FvVND4c-m) [35]. The overexpression of *FvVND4c-m* did not induce SCW thickening or color changes after ectopic expression in strawberry fruit (Supplemental Figure S3A). On the molecular level, the overexpression of *FvVND4c-m* had no effect on *FvMYB46* expression, and decreased the expression of *FvMYB83* (Figure 4B). These results suggest that, similar to Arabidopsis, *FvMYB46* and *FvMYB83* are downstream genes of FvVND4c in *F. vesca*.

Previous studies revealed that SCW-related NACs directly activate the target genes participating in SCW formation by binding to the SNBE element, a palindromic 19-bp consensus sequence, (T/A) NN (C/T) (T/C/G) TNNNNNNNA (A/C) GN (A/C/T) (A/T) [36]. Several SNBE sites are present in the 1.5 kb promoter sequences of *FvMYB46* and *FvMYB83* (Figure 4C). In order to test whether FvVND4c regulates *FvMYB46* and *FvMYB83* through the SNBE elements, we performed a luciferase reporter assay in tobacco leaves (Figure 4D,E). Transient expression assays revealed that the overexpression of *FvVND4c* induced reporter expression for the whole promoters, and the SNBE1 and SNBE2 sites of *FvMYB46* and *FvMYB83* (Figure 4D). However, the overexpression of *FvVND4c-m* did not activate the promoters (Figure 4E). These results imply that FvVND4c positively regulates the expression of *FvMYB46* and *FvMYB83,* likely through direct binding to the SNBE sites.

### 2.4. Overexpression of FvMYB46 Induces SCW Thickening and Flavonoid Accumulation

The results described above suggest that FvMYB46 and FvMYB83 are FvVND4c-activated transcriptional regulators. To examine their involvement in SCW biosynthesis and flavonoid accumulation, we overexpressed full-length *FvMYB46* and *FvMYB83* to observe their physiological consequences. Seven days after agrobacterium transformation, fruits overexpressed with *FvMYB46* exhibited no color changes, but showed induced SCW thickening. No effects were observed upon *FvMYB83* (Figure 5A,B). Consistently, the total lignin and flavonoids contents increased only upon *FvMYB46* overexpression (Figure 5C,D). The genes related to SCW thickening and flavonoid biosynthesis that were upregulated upon *FvVND4c* overexpression (Supplemental Figure S2B) can also be upregulated by *FvMYB46* overexpression, but not by *FvMYB83* (Figure 5E). These results indicate that FvMYB46 is downstream of FvVND4c and induces SCW thickening and flavonoid accumulation.

### 2.5. FvVND4c and FvMYB46 Co-Regulate Genes of SCW Thickening and Flavonoid Accumulation

We next explored the targets downstream of *FvMYB46*. 

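For this purpose, RNA-seq libraries were made from fruits infiltrated with *35S:FvMYB46* and, as a separate set, from fruits infiltrated with the empty vector, at the same stage and time after infiltration as in the FvVND4c experiment. The labels again list 2 libraries per group against the 3 biological replicates of the methods. The counts summed to 11677579 and 12845942 in the empty-vector libraries and to 11603635 and 11792067 in the FvMYB46 overexpression libraries. The empty-vector libraries of the FvMYB46 experiment differed from each other more than the other replicate pairs did. Their chi-square over the degrees of freedom, across genes with at least 20 counts in the pair, was 16.5, compared with 2.80 for the FvMYB46 overexpression libraries, 2.44 for the empty vector of the FvVND4c experiment and 7.57 for FvVND4c overexpression. The empty-vector groups of the FvVND4c and FvMYB46 experiments also differed from each other, with 116 genes higher and 304 lower in the FvMYB46 experiment by the same test and thresholds. These numbers depended on single libraries, as they were 53 and 151 or 58 and 130 without replicate 1 or 2 of the FvVND4c empty vector, and 149 and 614 or 262 and 219 without replicate 1 or 2 of the FvMYB46 empty vector. With edgeR fitted on the 4 empty-vector libraries alone, the numbers were 68 and 160. The estimate of the spread shared by all 8 libraries does not allow for a spread that differs between groups. Each overexpression group was compared with the empty vector that the labels list for its own experiment.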

A total of 1608 genes were differentially expressed between strawberry fruits respectively infiltrated with agrobacterium containing *35S:FvMYB46* and CaMV 35S vectors. Of these genes, 1172 were upregulated and 436 were downregulated (Supplemental Table S2). 

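Overexpression of FvMYB46 changed more genes than that of FvVND4c, and again most of them were upregulated, many from a low level. A total of 2539 of the genes tested were differentially expressed, with 1889 upregulated and 650 downregulated. Against the empty vector of the FvVND4c experiment, 1334 of the upregulated genes (70.6%) and 295 of the downregulated genes (45.4%) were called again. Any difference between the experiments enters that comparison too, so it does not decide which calls hold. With the empty vector, the upregulated genes had a median of 1.39 CPM and the downregulated genes a median of 14.3 CPM, against 15.8 CPM for all genes tested. As many as 821 upregulated genes (43.5%) were below 1 CPM with the empty vector, and 281 had at most 3 counts over both empty-vector libraries. The median log2 fold change was 2.15 for the upregulated and -1.39 for the downregulated genes. FvH4_6g38160, on chromosome 6 from 30196094 to 30197635, reached 366 ± 16.8 CPM (SD, n = 2) upon FvMYB46 overexpression, while both empty-vector libraries together held 1 count (adjusted p = 4.44e-09 from edgeR). The ratio was 8947, with a 95% exact binomial interval from 1605 to 353439 that covers counting error only. The fitted log2 fold change was 11.98 or 15.02 without replicate 1 or 2 of the empty vector, and 9.47 against the empty vector of the FvVND4c experiment, which lies below that interval. FvH4_7g25521, on chromosome 7 from 19459748 to 19461477, reached 59.5 ± 2.52 CPM (SD, n = 2) and had no count with the empty vector (adjusted p = 8.64e-08 from edgeR). This mean is 485 times the level of 3 counts over the empty-vector group. The 95% exact binomial lower limit of the ratio, which covers counting error only, was 394. Whether FvH4_6g38160 or FvH4_7g25521 is the overexpressed FvMYB46 itself was not checked, as its identifier was not known here. FvH4_7g21790, on chromosome 7 from 17350636 to 17353445, fell from 5.16 ± 4.80 to 0.213 ± 0.0597 CPM (SD, n = 2 each), a log2 fold change of -4.52 (standard error 0.91, adjusted p = 0.00358 from edgeR). Its empty-vector libraries stood at 8.55 and 1.76 CPM, and without replicate 1 or 2 of the empty vector the log2 fold change was -2.99 or -5.26. FvH4_6g24670, on chromosome 6 from 18708661 to 18710045, fell from 6.73 ± 1.46 to 0.297 ± 0.180 CPM (SD, n = 2 each), a log2 fold change of -4.45 (standard error 0.40, adjusted p = 1.39e-05 from edgeR), or -5.22 without FvMYB46 overexpression replicate 2. Against the empty-vector libraries of the FvVND4c experiment, the log2 fold change was -3.29 for FvH4_7g21790 (adjusted p = 0.0431 from edgeR) and -1.89 for FvH4_6g24670 (adjusted p = 0.0244 from edgeR). Both FvMYB46 overexpression libraries had counts in more genes, 23336 and 23199, than the other 6 libraries, which had counts in 21923 to 22402 genes. With at least 10 counts required in every library, which leaves out genes that were silent with the empty vector, 1507 genes were differentially expressed and 1007 of them upregulated, and with no fold threshold 4935 genes passed.

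**Figure D2:**
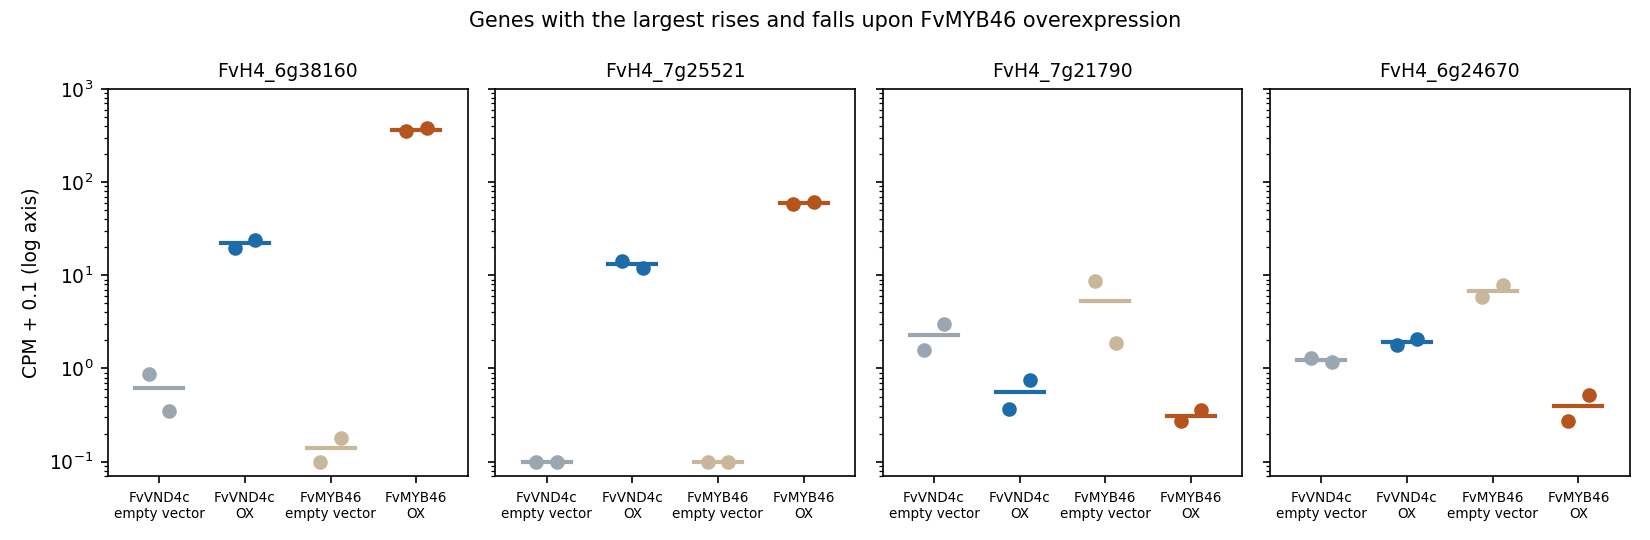
Expression of the 4 genes with the largest rises and falls upon FvMYB46 overexpression, in CPM plus 0.1 on a log axis, for the overexpression (OX) and empty-vector libraries of both experiments. Each point is 1 library and each bar the mean of 2 libraries. FvH4_6g38160 and FvH4_7g25521 are also above 10 CPM in both FvVND4c overexpression libraries.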

GO analysis of all differential expression genes induced by FvMYB46 has enriched the terms related to regulation of cell wall biosynthetic processes (Supplemental Figure S4A). Among the differentially expressed genes induced by FvVND4c, 348 genes were also differently expressed when overexpressing FvMYB46 (Figure 6A,B), thereby representing the common downstream genes of the two TFs. 

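Most genes that responded to both constructs were upregulated by both. Of the 539 genes differentially expressed in both comparisons, 409 were upregulated by both constructs, 53 were downregulated by both, 37 were upregulated by FvVND4c and downregulated by FvMYB46, and 40 were downregulated by FvVND4c and upregulated by FvMYB46. The empty-vector groups themselves differed in 40 of these 77 genes with opposite responses, and 21 of the 77 were still called in opposite directions against the mean of all 4 empty-vector libraries. The shared genes made up 54.3% of those that responded to FvVND4c and 21.2% of those that responded to FvMYB46. Independent lists of these sizes would share 134 genes, with 78.8 upregulated and 7.24 downregulated by both. The odds ratio was 12.2 for joint upregulation (95% interval 10.5 to 14.2, p = 2.73e-207) and 10.2 for joint downregulation (95% interval 7.26 to 14.2, p = 5.21e-31) by two-sided Fisher's exact tests, which treat genes as independent. Of the genes with opposite responses, the 40 were also more than the 21.0 of independent lists (odds ratio 2.14, 95% interval 1.47 to 3.05, p = 6.56e-05 by a two-sided Fisher's exact test), while the 37 against 27.1 did not pass the same test (odds ratio 1.41, 95% interval 0.972 to 1.98, two-sided Fisher's exact p = 0.057). The empty-vector groups differed in 26 of the 40 and in 14 of the 37. Against the mean of all 4 empty-vector libraries, 7 of all genes tested were called in the directions of the 40 and 22 in those of the 37. The excess of the 40 can therefore not be told apart from the difference between the empty-vector groups. The 2 lists of called genes come from separate empty-vector libraries and share no control. Both rest on 1 estimate of the spread from all 8 libraries, which the values for independent lists leave out. With edgeR fitted on the 4 libraries of each comparison, 511 genes were shared. In the 409 genes upregulated by both, the median log2 fold change was 2.27 with FvVND4c and 2.95 with FvMYB46, with silent groups set to 3 counts. A direct test of the difference between the responses found 85 of these genes to rise more with FvMYB46 and 34 to rise more with FvVND4c, and 290 did not pass it. The 290 include 13 genes with no count in any of the 4 empty-vector libraries, and the test called no gene of that kind. The genes with the largest rises upon FvMYB46 overexpression were among those shared, and either could be the overexpressed FvMYB46 itself, which was not checked. FvH4_6g38160 rose from 0.511 ± 0.374 to 21.9 ± 3.09 CPM (SD, n = 2 each) upon FvVND4c overexpression, a log2 fold change of 5.41 (standard error 0.28, adjusted p = 3.21e-07 from edgeR). FvH4_7g25521 reached 13.1 ± 1.63 CPM (SD, n = 2) with FvVND4c and had no count in its empty-vector libraries (adjusted p = 1.78e-06 from edgeR). FvH4_6g49590 rose from 0.208 ± 0.181 to 1.49 ± 0.0570 CPM (SD, n = 2 each) upon FvMYB46 overexpression (log2 fold change 2.80, adjusted p = 0.00158 from edgeR). FvH4_4g18710 fell with FvMYB46 as well, from 5.17 ± 3.24 to 0.510 ± 0.239 CPM (SD, n = 2 each), a log2 fold change of -3.31 (adjusted p = 0.00296 from edgeR). FvH4_3g09210 was called in opposite directions, with a log2 fold change of -5.59 with FvVND4c and 1.60 with FvMYB46 (adjusted p = 0.0100 from edgeR). Its empty-vector level was lower in the FvMYB46 experiment, by -4.14 on the log2 scale. Against the FvVND4c empty vector, its log2 fold change with FvMYB46 was -2.54. Across all genes tested, the 2 responses had a Pearson correlation of 0.307 and a Spearman correlation of 0.115, where genes are not independent replicates. The Pearson correlation was 0.196 with the fold changes of DESeq2, which was fitted without the filter on low counts and so covers more genes. The Spearman correlation was 0.0733 without replicate 1 of FvVND4c overexpression and 0.0555 or 0.198 without replicate 1 or 2 of the FvMYB46 empty vector. The number of shared genes was 308 with at least 10 counts required in every library and 1050 with no fold threshold. Without replicate 1 or 2 of the FvVND4c empty vector, 34 genes in either case were downregulated by both, and the 37 and 40 genes with opposite responses became 22 and 20 without replicate 1 of that empty vector, 31 and 26 without replicate 2 of FvVND4c overexpression and 25 and 25 without replicate 1 of FvMYB46 overexpression. The paper proposes that FvVND4c acts through FvMYB46 on wall thickening and on the accumulation of flavonoids. Besides the overlap and the KEGG terms of the shared genes (Figure 6C), it draws on its other experiments. These include q-PCR of FvMYB46, reporter assays of the FvMYB46 promoter and the effects of FvMYB46 overexpression on walls, lignin and flavonoids.

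**Figure D3:**
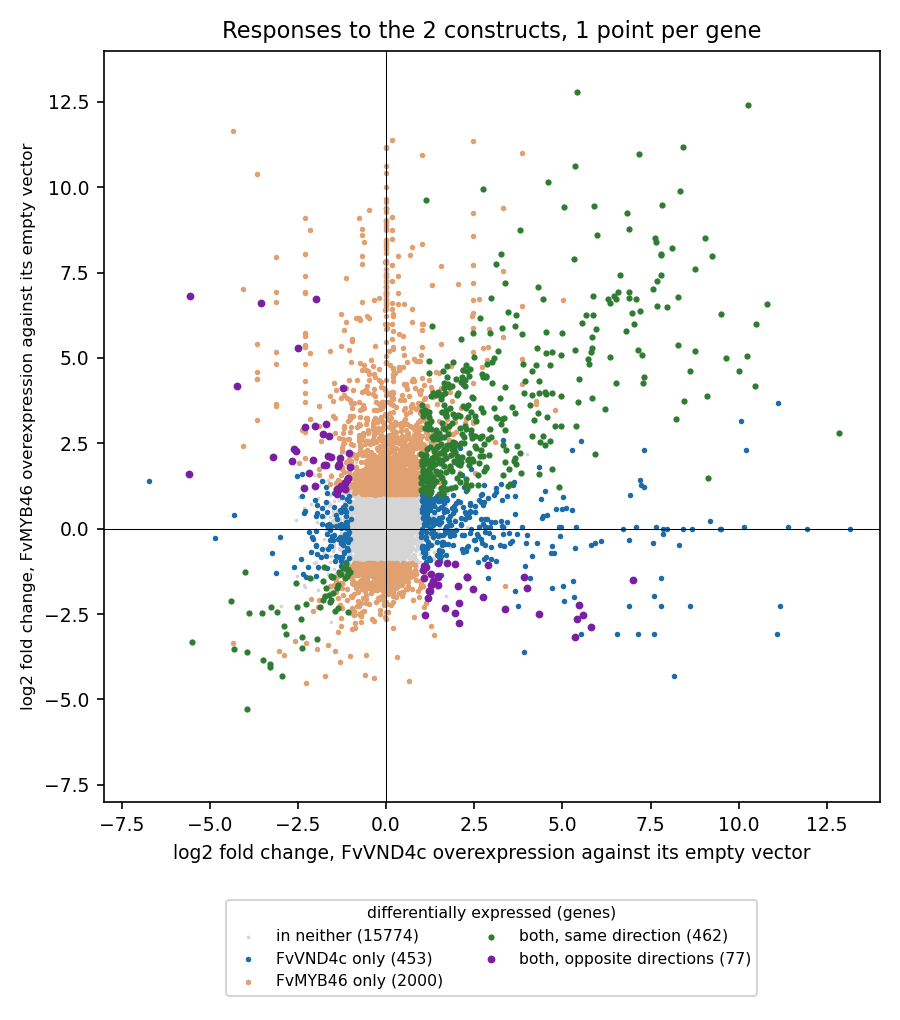
Log2 fold change of each gene upon FvVND4c overexpression (x axis) and upon FvMYB46 overexpression (y axis), each against the empty vector of its own experiment, for the 18766 genes tested. Colors show whether a gene was differentially expressed with 1 construct, with both or with neither, and the fitted fold changes of genes that were silent in a group are not bounds. The 462 genes that moved in the same direction with both constructs lie at the upper right and lower left, and the 77 with opposite responses, of which 21 stayed opposite against all 4 empty-vector libraries, at the upper left and lower right.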

KEGG enrichment analysis based on the common downstream genes showed that they were involved in the regulation of phenylpropanoid and flavonoid biosynthesis pathways (Figure 6C). Genes in these pathways all contribute to lignin and flavonoid synthesis (Supplemental Figure S4B). These results support the idea that FvVND4c regulates FvMYB46 to promote secondary cell wall thickening and flavonoid accumulation.

## 3. Discussion

The strawberry fruit ripening process is an important research area, as it directly affects commercial values. The process proceeds via the coordination of multiple signaling processes, which lead to changes in chemical composition. To date, multiple transcription factors have been revealed to play roles in the process [37,38,39]. The ripening process of strawberry fruit is accompanied by softening and cell wall degradation [40,41]. SCW thickening provides mechanical support for various plant tissues, and contributes to fruit firmness [42,43]. NAC (NAM, ATAF, and CUC) TFs constitute a large protein family that plays important regulatory roles in plant development and environmental responses [44]. Several NAC TFs are the master switches that turn on the entire SCW biosynthetic program [15,42,45]. NAC TFs are also involved in the regulation of ripening-associated processes in fruits [23,46,47]. Our previous study has shown that FvNST1b is an activator of SCW thickening [29]. In this study, we explored the function of FvVND4s, that are closely related to FvNST1b [29]. We found that FvVND4c but not FvVND4a induces SCW thickening and color changes in strawberry fruit. FvVND4c cooperated with FvMYB46 through regulating the phenylpropanoid pathway. Their downstream targets involve cell wall formation-related TFs and flavonoid biosynthesis-related TFs, and therefore lead to alterations in total lignin and flavonoid contents.

The strawberry fruit developmental process has previously been divided into 12 stages. The early phase, including seven stages S1–S7, is characterized by a gradual increase in fruit (receptacle and achene) size, weight, and firmness. The later phases are the ripening phases, divided into RS1 to RS5 [32]. Our quantitative gene expression analysis performed throughout fruit development has shown that the expression of *FvVND4c* was highest in S7 stage, when the firmness of fruits is the hardest. A previous report showed that there is a sudden drop in the firmness between S7 and RS1, when the expression level of *FvVND4c* decreases (Figure 1A) [32]. Therefore, in the S7 stage, FvVND4c may play a role in maintaining firmness. This hypothesis is also supported by the observation that the overexpression of *FvVND4c* induced SCW thickening and lignin accumulation (Figure 2B,C), which increased the firmness [23,48]. On the other hands, fruits undergo a transition to ripening at S7 [32], and strawberry ripening leads to an increase in the contents of sugars, anthocyanins, volatile compounds, and vitamins [23]. Indeed, our transcriptome analyses indicate that FvVND4c is involved in the regulation of phenylpropanoid and flavonoid biosynthesis pathways (Figure 3A,B), which can cause color changes and increase flavonoid contents (Figure 2A,D). Taken together, FvVND4c may play a key role in promoting fruit firmness and color changes by regulating SCW thickening, the total lignin content, and the total flavonoids content, respectively.

In the network regulating the SCW thickening in Arabidopsis, NACs are the first layer of master switches [6,7,8]. AtMYB46 and AtMYB83 are present downstream of NACs, and act as second-layer master switches [12,13]. In this work, we also characterized FvMYB46 and FvMYB83, the downstream candidate factors of FvVND4c. Transcriptome analysis showed that *FvMYB46* and *FvMYB83* are differentially expressed after *FvVND4c* overexpression (Supplemental Table S1). However, the overexpression of *FvMYB46* did not induce fruit color changes but promoted ectopic SCW thickening, and *FvMYB83* overexpression had little effect (Figure 5A,B). Although FvMYB46 did not induce fruit color changes, it increases the total flavonoids content and the expression level of flavonoid biosynthesis-related genes (Figure 5D,E). Previous studies have shown that AtVNDs and AtMYB46 regulate SCW thickening and lignin synthesis [10,49,50,51], but their contributions to flavonoid synthesis have not been analyzed in detail yet. The biosynthetic pathways for lignin and flavonoids share common precursors from the general phenylpropanoid pathway [34]. Our transcriptome analyses indicate that FvVND4c and FvMYB46 positively regulate the phenylpropanoid biosynthesis pathways that contribute to lignin and flavonoid synthesis (Figure 6C, Supplemental Figure S4B). In winter jujube, *F5H* expression is promoted by an NAC (LOC10743523), which leads to lignin biosynthesis during fruit ripening. The pigmentation of fruit is also regulated by NAC proteins, as in the case of this report. Moreover, the MYB activator (LOC107425254) and the MYB repressor (LOC107415078) also regulate *CCR* and *F5H* to control lignin biosynthesis and induce cell wall lignification, further suggesting the existence of similar molecular mechanisms to those found in this report [52]. While overexpressing either *FvVND4c* or *FvMYB46* caused cell wall lignification and flavonoid accumulation, only *FvVND4c* (and not *FvMYB46*) induced fruit color changes, suggesting that enzymes converting flavonoids to coloring pigments are regulated only by FvVND4c (Figure 6D). Future efforts will focus on identifying these enzymes and elucidating their regulation mechanisms.

Anthocyanin is a main component leading fruit color change in *Fragaria genus* [53]. Several transcription factors were shown to regulate genes of anthocyanin biosynthesis. For example, FvMYB10 in *F. vesca* and FaMYB10 in *F. ananassa* positively regulate anthocyanin biosynthesis [28,54]. Comparing the genomes of red and white *F. vesca* accessions has identified a candidate SNP in *FvMYB10* that determines the fruit color [28]. The overexpression of *FvMYB10* from the red fruit “Ruegen” in the fruit of “Yellow Wonder” caused red pigmentation at the injection sites [28]. *35S:FvMYB10* lines of “Alpine” strawberry *F. vesca ssp. vesca* were also pigmented, and mature fruit from these lines had dark red/purple skin and red flesh, compared with the red skin and white flesh found in wild-type mature fruit. The levels of transcripts encoding anthocyanin biosynthetic genes *FvCHS*, *FvF3H*, *FvDFR*, *FvLDOX*, and *FvUFGT* showed elevations in all *35S:FvMYB10* lines and reductions in two *FvMYB10 RNAi* lines, compared with wild-type controls [55]. In this work, we found that FvVND4c can also induce the expression of *FvCHS*, *FvDFR* and *FvUFGT*, but not *FvF3H* or *FvLDOX* (Supplemental Figure S2C). As a potential FvVND4c downstream gene, FvMYB46 also promotes the expression of *FvCHS*, *FvDFR* and *FvUFGT* (Figure 5E). We found that the expression of *FvMYB10* did not change significantly following *FvVND4c* overexpression. Therefore, FvVND4c and FvMYB10 may co-regulate *FvCHS*, *FvDFR* and *FvUFGT* through different pathways, which together lead to fruit color changes.

As transcriptional regulation is complex, some TFs work as both positive regulators and negative regulators in a context-dependent manner. Some transcription factors such as PtMYB8 in *Pinus taeda* and AtMYB20 in *Arabidopsis thaliana* negatively regulate the biosynthesis of flavonoids, but increase the contents of lignin in the plant [56,57]. However, other transcription factors promote the synthesis of flavonoids at the cost of inhibiting lignin synthesis, such as AtMYB75, AtMYB90 and PtMYB6 in poplar [58,59,60]. There are also transcription factors that positively regulate both pathways, such as EgMYB88 in *Eucalyptus grandis*. The overexpression of *EgMYB88* caused a substantial increase in the levels of both flavonoids and lignin [61]. Similar to EgMYB88, our data show that the ectopic expression of *FvVND4c* and *FvMYB46* positively regulated both SCW thickening (lignin synthesis) and flavonoid accumulation. Therefore, this work reveals novel dual-pathway activating factors. Previous findings combined with our results illustrate an abundant reservoir of strategies by which plant can direct their carbon flow towards the syntheses of flavonoids and lignin [34].

In summary, we find that the NAC TF FvVND4c is highly expressed in the fruit ripening transition stage, and localizes in the nucleus. FvVND4c is able to induce the ectopic deposition of SCW and fruit color changes in *Fragaria vesca*, and increase the total lignin content and flavonoid content. FvMYB46, a potential downstream factor of FvVND4c, has similar effects to FvVND4c, but fails to induce the color change. An analysis of the promoter of *FvMYB46* also suggested that FvVND4c positively regulates SCW thickening and flavonoid accumulation through FvMYB46. These findings will advance our understanding regarding the regulatory network during the development and ripening of strawberry fruit.

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

Diploid strawberry plants (*Fragaria vesca*) of the type “Yellow Wonder” 5AF7 (YW5AF7) [27], planted in pots (90 mm × 90 mm × 90 mm), were used in this study. The seedlings were grown and maintained in a growth room with the following conditions: 22 °C, 60% humidity, and a 16 h photoperiod. Hand pollination was performed using downy water bird feathers to obtain pollinated fruit. The samples used for RNA isolation were frozen in liquid nitrogen immediately after collection, and then stored at −80 °C.

### 4.2. Plasmid Construction

The primers used for plasmid construction are listed in Supplemental Table S3. *FvVND4s* were amplified from the DNA of “Yellow Wonder” strawberry using Primer STAR^®^ GXL DNA Polymerase (TaKaRa, Maebashi, Japan), subcloned into pDONR221, and then inserted into the binary vector pGWB5 using Gateway^®^ Technology. The coding regions of the *FvMYB46* and *FvMYB83* genes were amplified from the cDNA of the “Yellow Wonder” strawberry using Primer STAR^®^ GXL DNA Polymerase (TaKaRa, Maebashi, Japan), subcloned into pDONR221, and then inserted into the binary vector pGWB5 using Gateway^®^ Technology. The correct fusion constructs were transferred into the *Agrobacterium tumefaciens* strain GV3101 by the freeze–thaw method.

### 4.3. RNA Extraction and Q-PCR Analysis

Total RNA from the strawberry samples was extracted using the polysaccharide and polyphenolics-rich RNAprep Pure Kit (Tiangen, Beijing, China), while RNA quality was detected by NanoDrop. Samples with RNA concentrations greater than 100 ng/uL and 260/280 values between 1.9 and 2.1 were qualified. We took 1 ng RNA for reverse transcription. The cDNA used for quantitative reverse transcription–PCR (q-PCR) analysis was synthesized using one-step genomic DNA removal and a cDNA synthesis kit (Tiangen, Beijing, China). The cDNA samples were diluted 1:10 with water; 5 µL of the diluted cDNA was used as a template for Q-PCR. Q-PCR was performed in the ABI 7500 Real-Time PCR System (Applied Biosystems, Waltham, MA, USA) using the RealStar Fast SYBR qPCR Mix (GenStar, Beijing, China). The primers are shown in Supplemental Table S3; the Actin gene used in previous publications was used as the internal control [32]. The PCR program included an initial denaturation step at 95 °C for 3 min, followed by 40 cycles of 10 s at 95 °C, and 30 s at 60 °C. The analysis was performed using three biological samples and three technical repeats. The relative expression levels of target genes were calculated with the formula 2−ΔΔct.

### 4.4. Transient Transformation of Strawberry Fruit and Subcellular Localization Analysis

Transient transformation of the strawberry fruits was carried out using agroinfiltration as previously described [62]. GV3101 strains, which harbor FvVND4s overexpression vectors or a control vector, were resuspended in infection buffer and shaken for 2 h at 28 °C, and infiltrated into the “Yellow Wonder” fruit flesh at 20 d after pollination using syringes of 1 mL capacity. The needle tip was inserted into the fruit center from the top, and then the Agrobacterium suspension was slowly and evenly injected into the fruits until the strawberry fruit was completely infected. After the infection, the fruits were incubated under the conditions required for the different experimental aims. At 72 h post-infiltration, the GFP signal was visualized using a confocal fluorescence microscope (Leica Confocal microscope SP8X; Leica Microsystems GmbH, Wetzlar, Germany) with a 10× objective lens, a 488 nm tunable white light laser for excitation, and a 499 to 551 nm bandwidth for detection. At 7 days post-infiltration, images were taken, and tissues were collected for downstream analysis.

### 4.5. Transient Expression Assays in Tobacco (Nicotiana benthamiana) Leaves

The coding regions of *FvVND4s*, 3 kb promoters of *FvMYB46* and *FvMYB83*, and SNBEs were amplified and cloned into the effector (35S-transcription factor) and reporter (SNBE-mini35S-luciferase) vectors, respectively. The reporter and effector constructs were transformed into the *A. tumefaciens* strain GV3101 and injected into tobacco leaves. At three days after infiltration, LUC activity was observed with a cold CCD camera (Tanon-5200). Cotton swabs were used to evenly apply 1 mM luciferin substrate (Diluted with 1% Triron-100) (YEASEN, Shanghai, China) on both sides of the tobacco leaves. Images were taken after 10 min of substrate darkening, when the instrument had cooled to below −30 °C.

### 4.6. Measuring Total Lignin Contents of Fruits

At 7 days after infiltration, the infected strawberry fruits were sampled and dehydrated at 65 °C; we then removed the achenes and ground them into powder for later use. The extraction and measurement of the total lignin contents were performed according to the instructions of the Lignin Content Kit (Acetylation Method) (G0708W) (Grace Biotechnology, Suzhou, China). All samples contained three biological replicates.

### 4.7. Measuring Total Flavonoid Contents of Fruits

At 7 days after infiltration, the infected strawberry fruits were sampled, and we removed the achenes for later use. The extraction and measurement processes of total flavonoid contents were performed according to the protocol of the Total Flavonoid Content Kit (G0118W) (Grace Biotechnology, Suzhou, China). All samples contained three biological replicates.

### 4.8. Fruit Sectioning and Staining

At 7 days after infiltration, the infected strawberry fruits were embedded in 10% agarose gel, and cut into 200 µm-thick sections with a vibratome (Leica VT1000 S). Strawberry fruit sections were fixed with 4% PFA for 60–120 min at 23–25 °C with vacuum treatment. After fixation, the materials were washed twice for 1 min in 1 × PBS and moved to the clearing solution. After rinsing in 1 × PBS, the plant material was transferred into the ClearSee solution [33] and cleared overnight at room temperature. We prepared 0.1% Auramine O in ClearSee solution, and the materials were stained overnight. Then, the materials were washed for at least 1 h with gentle shaking. The materials were transferred to 0.1% Calcofluor White in ClearSee solution and stained for 30 min; the materials were then washed in ClearSee for 30 min with gentle shaking. The materials were analyzed with a Leica TCS SP8X inverted confocal microscope. Imaging using Calcofluor White was performed with a 405 nm diode laser for excitation, and the detection bandwidth was 425–475 nm. Imaging with Auramine O was performed using a 488 nm bandwidth supplied by a tunable white light laser, and the bandwidth was detected at 505–530 nm.

### 4.9. In Vitro Induction Culture of Vascular Cells of Fragaria vesca

At ages of 3–4 weeks, the third and fourth leaves of the strawberry plants were isolated, and leaf discs with sizes of 1 mm were cultured in MS liquid medium containing hormones (Bikinin 20 µM, 2,4-D 5 mg·L^−1^, Kinetin 1 mg·L^−1^). The leaf discs with medium were placed on the petri dishes and rotated on a shaker with a rotating speed of 110 rpm at 22 °C, under continuous white light. Mesophyll cells were differentiated into xylem cells from day 7.

### 4.10. Transcriptome Analysis

Seven days after injection, fruits infiltrated with agrobacterium containing either empty vector, *35S:FvVND4c*, or *35S:FvMYB46* were sampled for RNA-seq analysis. After the total RNAs were isolated and tested as described (interrupting RNA using the NEB Next^®^ Ultra^TM^ II RNA Library Prep Kit for Illumina^®^), sequencing was performed on the Illumina NovaSeq 6000 platform. A 6G sequencing depth was employed for each sample. After preprocessing the RNA-seq data with fastp v.0.20.1 [63], the reads were mapped to the *Fragaria vesca* genome (https://www.rosaceae.org/species/fragaria_vesca/genome_v4.0.a2, accessed on 17 November 2022) using hisat2 v.2.2.1 [64] with default parameters. An average of 45.6 million paired-end 150 bp raw reads per sample were obtained, and around 90.6% of the clean reads (41.3 million) were mapped to the *Fragaria vesca* reference genome. The genome coverage was around 28.1, the calculation formula for which is: $\mathrm{Genome}\;\mathrm{Coverage}=\frac{\mathrm{Clean}\;\mathrm{Reads}*\mathrm{Read}\;\mathrm{Length}}{\mathrm{Total}\;\mathrm{Genome}\;\mathrm{Length}}$. Samtools v.1.9 [65] was used to tidy the alignment results, and to remove the duplicated sequences derived from PCR. Finally, the number of matched reads was determined using FeatureCounts v.2.0.3 [66] and imported into R statistical software (4.2.2), wherein the differential expression analysis was accomplished using the DESeq2 with a cut-off of *p*-value (0.05) and a cut-off of absolute log2 fold change (1). Gene Ontology (GO) and pathway enrichment (KEGG) analyses of the genes that were differentially expressed in the biological process were conducted using the OmicShare software (https://www.omicshare.com/tools/, accessed on 24 November 2022). All samples contained three biological replicates. All data including the completed metadata worksheet, raw data and processed data have been submitted to the GEO database, under the accession number GSE225542.

## Figures and Tables

**Figure 1:**
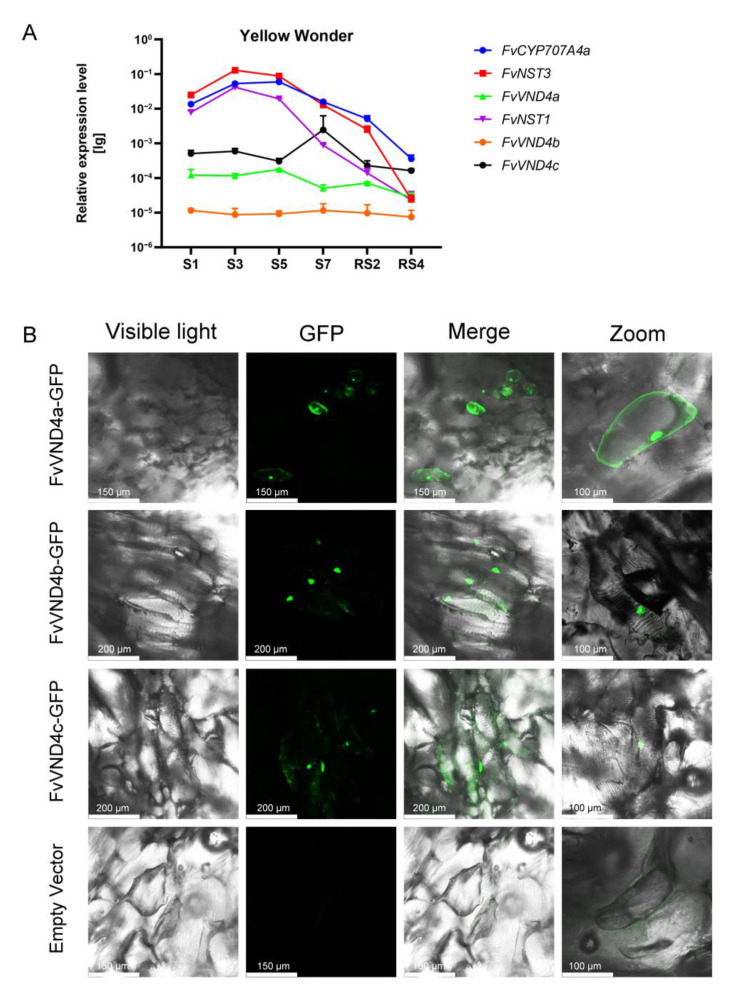
Expression patterns and subcellular localization of *FvVND4s*. (**A**) Expression levels of *FvVND4s* during strawberry fruit development; *FvCYP7074a* is a reference gene for early stages of fruit development [32]. (**B**) Subcellular localization of *FvVND4s* was determined by transient expression of the FvVND4s-GFP fusion protein in strawberry fruit cells. The images of bright field channel and GFP channel, and merged images of bright field and GFP channels, are shown.

**Figure 2:**
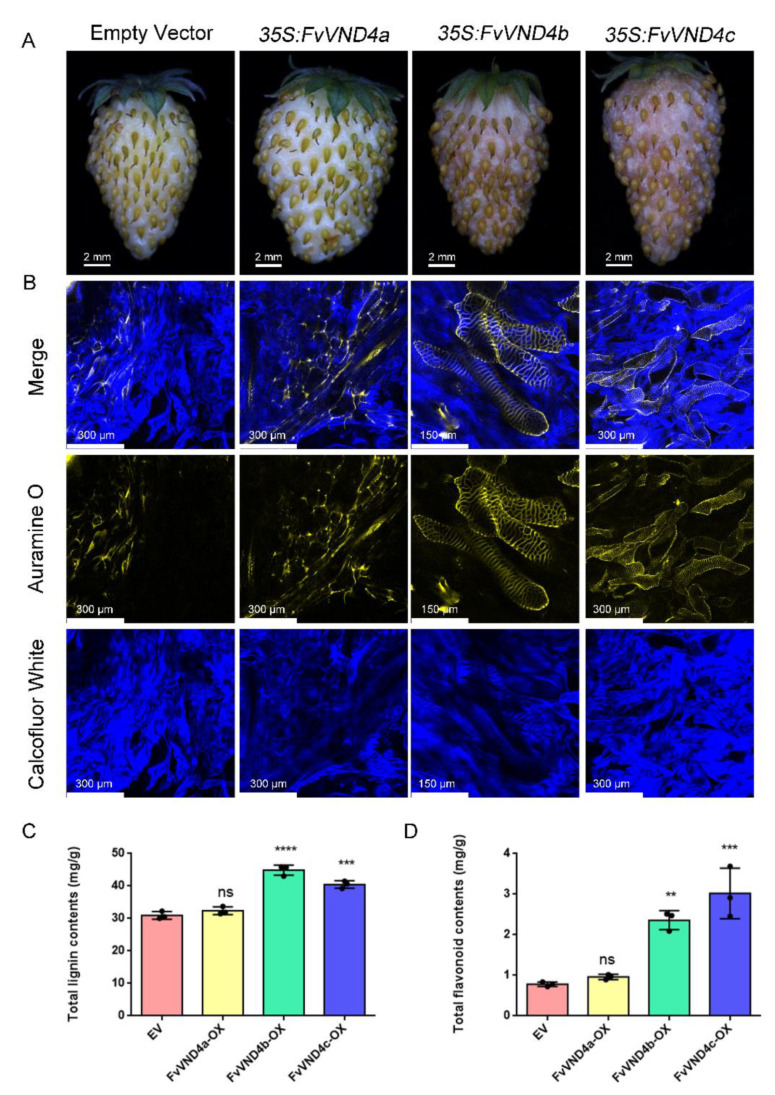
FvVND4c positively regulates SCW formation and flavonoid accumulation. (**A**) Images of fruits 7days after infiltration of agrobacterium with *FvVND4-GFPs* overexpression vectors, or empty vectors. (**B**) Images of agrobacterium-infected fruit sections stained with Calcofluor White and Auramine O. The images of the Calcofluor White channel and the Auramine O channel and the merged images are shown. Total lignin contents (**C**) and flavonoid contents (**D**) were measured in fruits after *FvVND4-GFPs* overexpression. Error bars represent the SD of three independent replicates, asterisks indicate significant *p*-values determined by the *t*-test (**, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001). EV, empty vector. OX, overexpression. ns: not significant.

**Figure 3:**
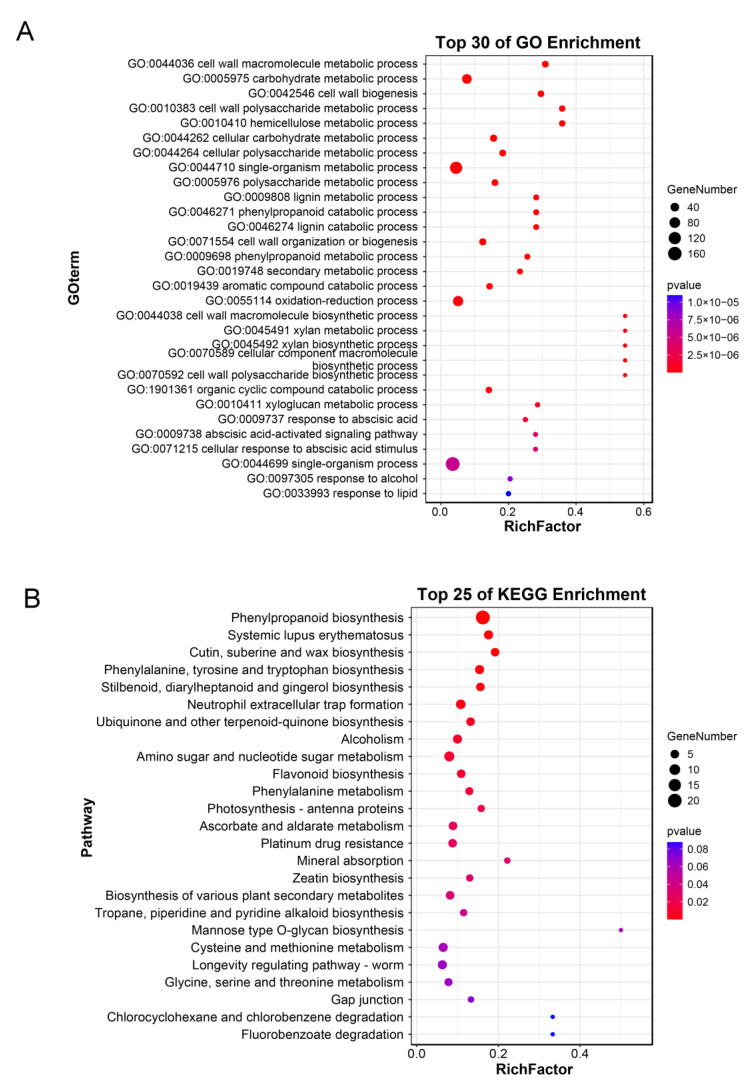
Functions of the differentially expressed genes upon *FvVND4c* overexpression. (**A**) GO enrichment analysis and (**B**) KEGG enrichment analysis. The RNA-seq libraries of *F. vesca* fruits for the comparative analyses were respectively transformed with *35S:FvVND4c* and the empty vectors. Terms with *p* < 0.05 and |log_2_(Fold change)| > 1.0 are shown. Size of the circles represent gene numbers, while the colors of the circles represent *p*-values.

**Figure 4:**
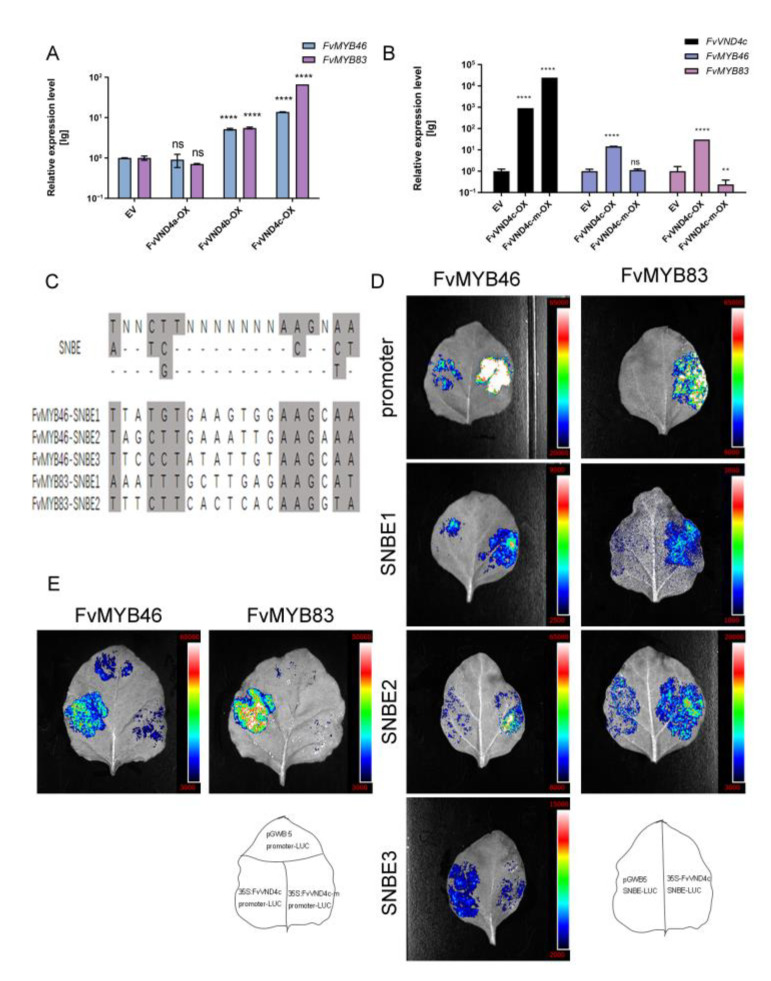
Expressions of *FvMYB46* and *FvMYB83* were upregulated by FvVND4c. (**A**,**B**) Q-PCR analysis of transcript levels for *FvMYB46* and *FvMYB83* in strawberry fruits 7 days after overexpression of *FvVND4s* (**A**) or *FvVND4c-m* (**B**). Error bars represent SD of three independent replicates, asterisks indicate significant *p*-values determined by the *t*-test (**, *p* < 0.01; ****, *p* < 0.0001). EV, empty vector. OX, overexpression. (**C**) Sequences of the SNBE elements in promoters of *FvMYB46* and *FvMYB83*. (**D**,**E**) Transactivation analysis of *FvVND4c* (**D**) and *FvVND4c-m* (**E**) for the full promoters of *FvMYB46* and *FvMYB83*, and for SNBE elements with the LUC reporter system. The whole 1.5 kb promoter sequences or three tandem repeats of SNBE sequence from promoter sequences were fused with the minimal CaMV 35S promoter (m35S) to drive the LUC reporter gene. The reporter construct was co-transformed with the effector of 35S: *FvVND4c* (**D**) or 35S: *FvVND4c-m* (**E**) into tobacco leaves for transactivation analysis. Note that in (**D**), except for SNBE3, the LUC signals from the co-transformation of the 35S: *FvVND4c* effector and reporter (right) were much stronger than those from the transformation of the reporter construct alone (left); in (**E**), the LUC signals from the co-transformation of the 35S: *FvVND4c* effector and reporter (left) were much stronger than those from the transformation of the 35S: *FvVND4c-m* effector and reporter (right), or the reporter construct alone (up). ns: not significant.

**Figure 5:**
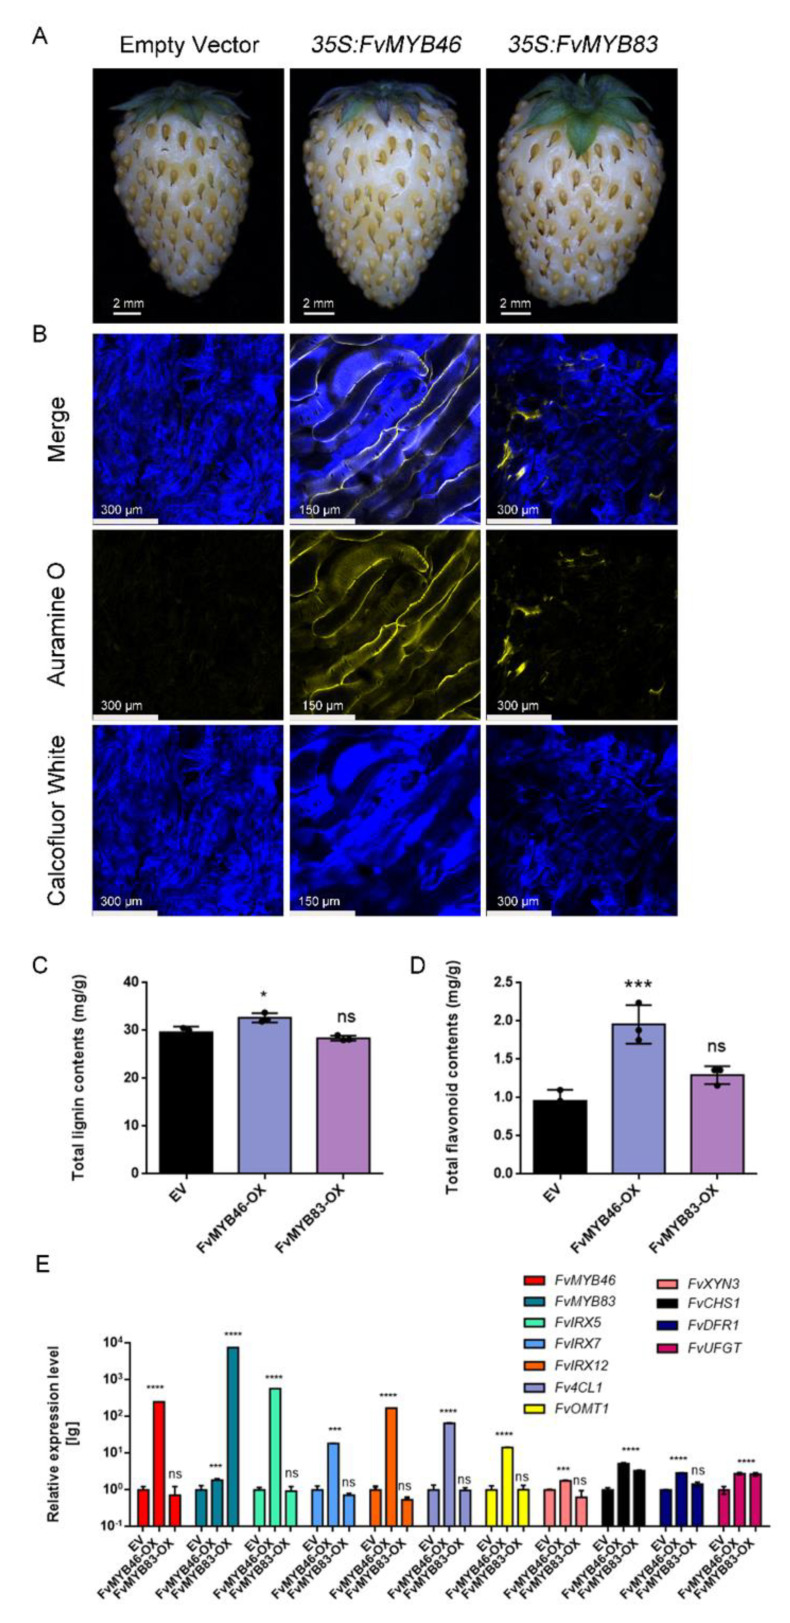
FvMYB46 positively regulates SCW formation and flavonoid accumulation. (**A**) Phenotypes of fruits agro-infiltrated with *FvMYB46* and *FvMYB83* overexpression vector, or empty vector. Fruits were imaged 7 days after agrobacterium infiltration. (**B**) Images of hand-sectioned fruits stained with Calcofluor White and Auramine O. (**C**,**D**) Measurements of total lignin contents (**C**) and flavonoid contents (**D**) in fruits infiltrated with agrobacterium containing the *FvMYB46* or *FvMYB83* overexpression vector. (**E**) Q-PCR analysis of transcript levels of SCW-related genes (*FvIRX5*, *FvIRX7*, *FvIRX12*, *Fv4CL1*, *FvOMT1*, *FvXYN3*) and flavonoid biosynthesis-related genes (*FvCHS1*, *FvDFR1*, *FvUFGT*) in fruits overexpressing *FvMYB46* or *FvMYB83*. In (**C**–**E**), the error bars represent SD values of three independent replicates, asterisks indicate *t*-test *p*-values for significant differences (*, *p* < 0.05; ***, *p* < 0.001; ****, *p* < 0.0001). EV, empty vector. OX, overexpression. ns: not significant.

**Figure 6:**
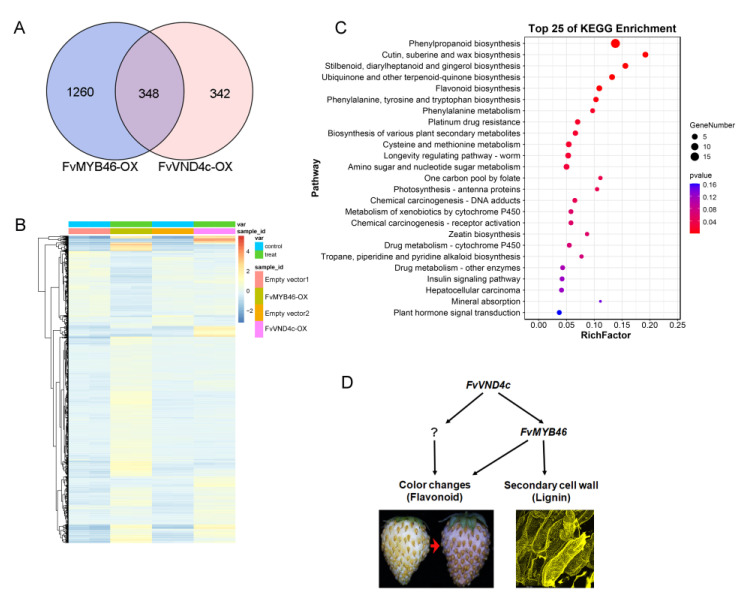
Transcriptome analysis on differentially expression genes induced by transient overexpression of *FvVND4c* or *FvMYB46* in strawberry fruits. (**A**) Venn diagram displaying the differential expressions of genes induced by *FvVND4c* and by *FvMYB46* transient overexpression. (**B**) Heatmap of the genes differentially expressed in response to *FvVND4c* or *FvMYB46* transient overexpression. (**C**) KEGG enrichment analysis of the 384 genes differentially expressed in response to both FvVND4c and FvMYB46 transient overexpression. (*p* < 0.05, |log_2_(Fold change) > 1.0|). Sizes of the circles represent gene numbers, and the colors encode the *p*-values. (**D**) The model of the *FvVND4c* regulatory network.

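The outer parts of the Venn diagram hold genes that passed the thresholds with 1 construct only, 453 with FvVND4c and 2000 with FvMYB46 in the deposited counts. The first of these numbers was 756 without replicate 1 of FvVND4c overexpression and 291 without replicate 1 of its empty vector. Whether a gene responded differently to the constructs was tested directly, as the difference of the 2 log2 fold changes, with edgeR's quasi-likelihood test and the thresholds used for each comparison. A difference between the 2 empty-vector groups enters this test, and its share was not tested. The response was higher with FvVND4c in 707 genes and higher with FvMYB46 in 1099 genes. These numbers were 511 and 729 without replicate 1 of the FvVND4c empty vector, and 893 and 998 without replicate 2 of the FvMYB46 empty vector. Of 337 genes upregulated by FvVND4c only, 186 rose more with FvVND4c by this test and 151 did not pass it. Of 1440 genes upregulated by FvMYB46 only, 769 rose more with FvMYB46 and 671 did not pass. Of 560 genes downregulated by FvMYB46 only, 283 fell more with FvMYB46, and without replicate 2 of FvMYB46 overexpression these numbers were 372 and 199. The median log2 fold change with the other construct was 0.11 in the first of these groups, 0.19 in the second and -0.16 in the third, with silent groups set to 3 counts. The empty-vector groups were themselves called different in 27 genes of the first group, 152 of the second and 38 of the third. They were also called different in 30 of the 116 genes downregulated by FvVND4c only. FvH4_6g49590 rose more with FvVND4c than with FvMYB46, by a fitted 10.05 on the log2 scale (adjusted p = 3.94e-04 from edgeR). The size of this difference is uncertain, as it rests on 1 count in the FvVND4c empty-vector libraries, without replicate 1 or 2 of which the fitted log2 fold change with FvVND4c was 12.03 or 15.12. Whether FvH4_6g49590 is the overexpressed FvVND4c itself was not checked. FvH4_6g24670 fell with FvMYB46 but had 1.82 ± 0.210 CPM upon FvVND4c overexpression and 1.14 ± 0.0974 CPM with its empty vector (SD, n = 2 each), and the difference between the responses was 5.11 on the log2 scale (adjusted p = 2.01e-04 from edgeR). The empty-vector level of this gene was itself higher in the FvMYB46 experiment, by 2.56 on the log2 scale (adjusted p = 0.00109 from edgeR). The test called no gene that lacked counts in all 4 empty-vector libraries. Such genes were 12 of the 337, 59 of the 1440 and 13 of the 409 upregulated by both constructs. FvH4_5g00351, which had counts in the FvVND4c overexpression libraries alone, is among the 12. Of 116 genes downregulated by FvVND4c only, 52 fell more with FvVND4c, but without replicate 1 of FvVND4c overexpression these numbers were 428 and 278, and without replicate 2 they were 38 and 22. Without replicate 1 or 2 of the FvVND4c empty vector they were 42 and 24 or 44 and 18, and without replicate 1 or 2 of FvMYB46 overexpression they were 89 and 32 or 87 and 27. Without replicate 1 or 2 of the FvMYB46 empty vector they were 183 and 78 or 177 and 65.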

## Data Availability

Raw data for transcriptome analysis were deposited into the Gene Expression Omnibus database under accession number GSE225542 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225542.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24098110/s1.

# Supplementary material for: Ectopic Expression of FvVND4c Promotes Secondary Cell Wall Thickening and Flavonoid Accumulation in Fragaria vesca
**Source:** Int J Mol Sci. 2023 Apr 30;24(9):8110. doi: 10.3390/ijms24098110
**Supplement:** Supplementary file 1

Supplemental Figure S1.

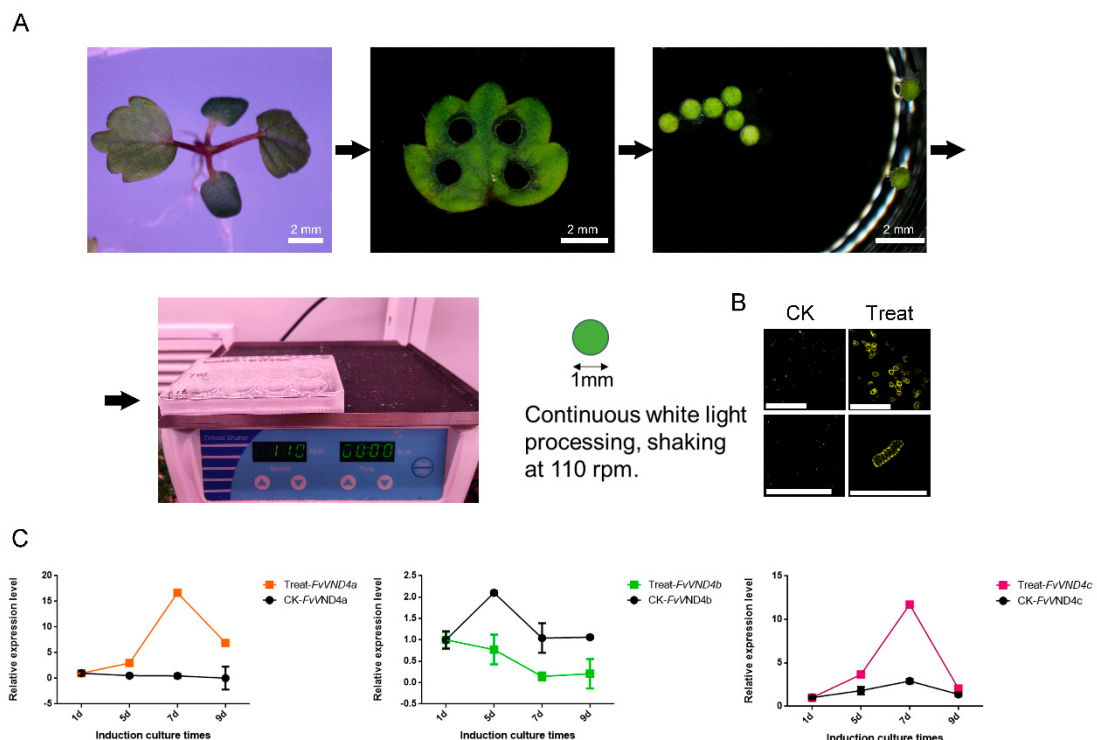

Supplemental Figure S1. In vitro induction culture system of vascular cells in *Fragaria vesca* leaves.

(A) Sampling and culture procedures of strawberry leaf discs. The third and fourth leaves of the strawberry plants at the age of 3-4 weeks were isolated and the leaf discs with the size of 1 mm were cultured in MS liquid medium containing hormones (Bikinin 20 μM , 2,4-D 5 $\text{mg}\cdot\text{L}^{-1}$, Kinetin 1 $\text{mg}\cdot\text{L}^{-1}$). The petri dishes were placed on a shaker with a rotating speed of 110 rpm, at 22°C, and treated with continuous white light.

(B) Images of xylem cells isolated from strawberry leaf discs and stained by Auramine O after induction culture. Left two graphs from the control group that cultured with only MS liquid medium, right two graph form the treatment group that cultured with MS liquid medium containing hormones (Bikinin 20 μM , 2,4-D 5 $\text{mg}\cdot\text{L}^{-1}$, Kinetin 1 $\text{mg}\cdot\text{L}^{-1}$). Mesophyll cells began to transform into cells with secondary cell wall thickening on the 7th day, and the conversion rate reached the highest on the 9th day. Bar=100 μm .

(C) Q-PCR analysis of expression level for *FvVND4s* during the induction culture process.

Supplemental Figure S2.

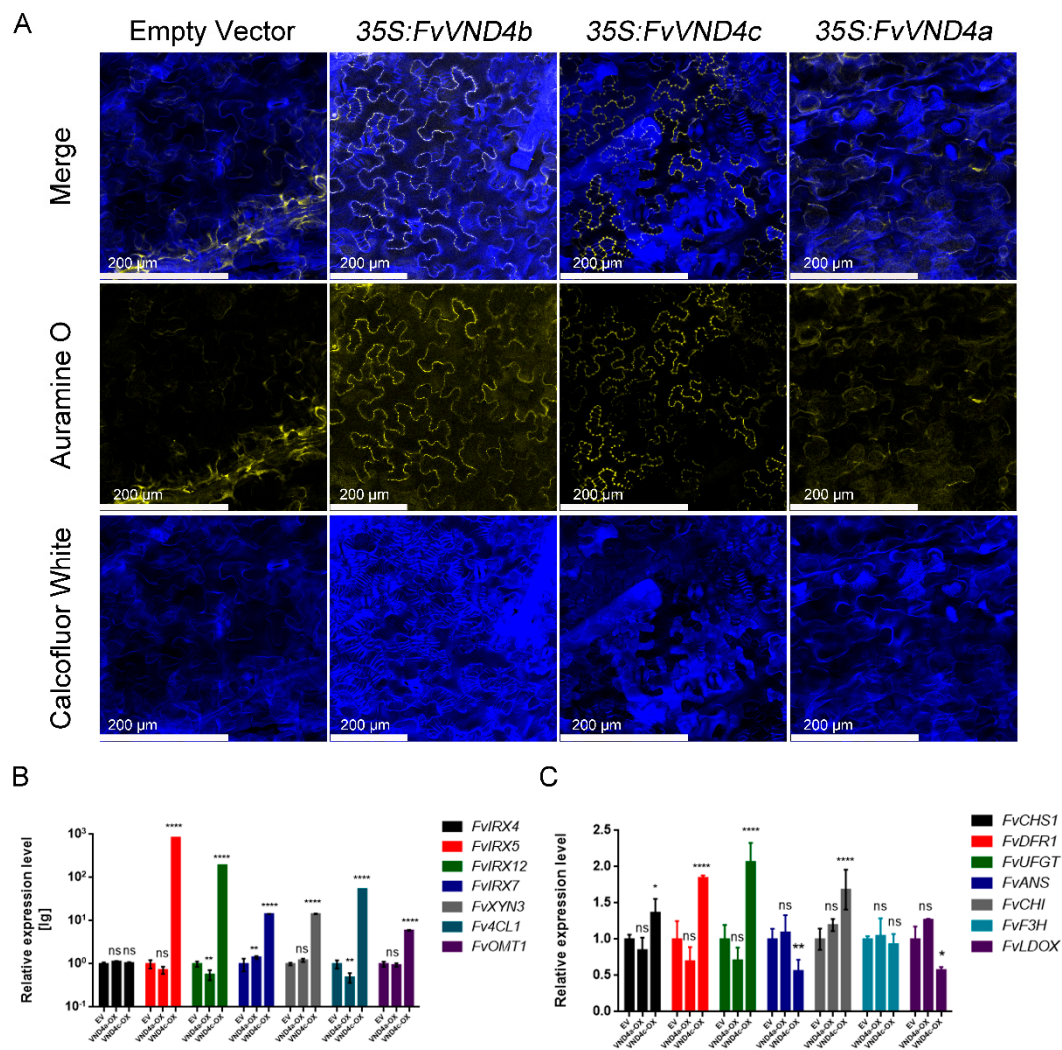

Supplemental Figure S2. Overexpression of *FvVND4s* induces secondary cell wall thickening and flavonoid biosynthesis genes

(A) Images of tobacco mesophyll cells infected by agrobacterium containing either empty vector or 35S: *FvVND4s* stained with Calcofluor White and Auramine O.

(B-C) Q-PCR analysis of transcript levels of secondary cell wall formation (B) and flavonoid biosynthesis (C) related genes 7 days after overexpression of *FvVND4a* and *FvVND4c* in strawberry. Error bars represent SD of three independent replicates, asterisk indicates values that were determined by the t-test to be significantly different from the control (*, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.001$; ****, $p < 0.0001$).

Supplemental Figure S3.

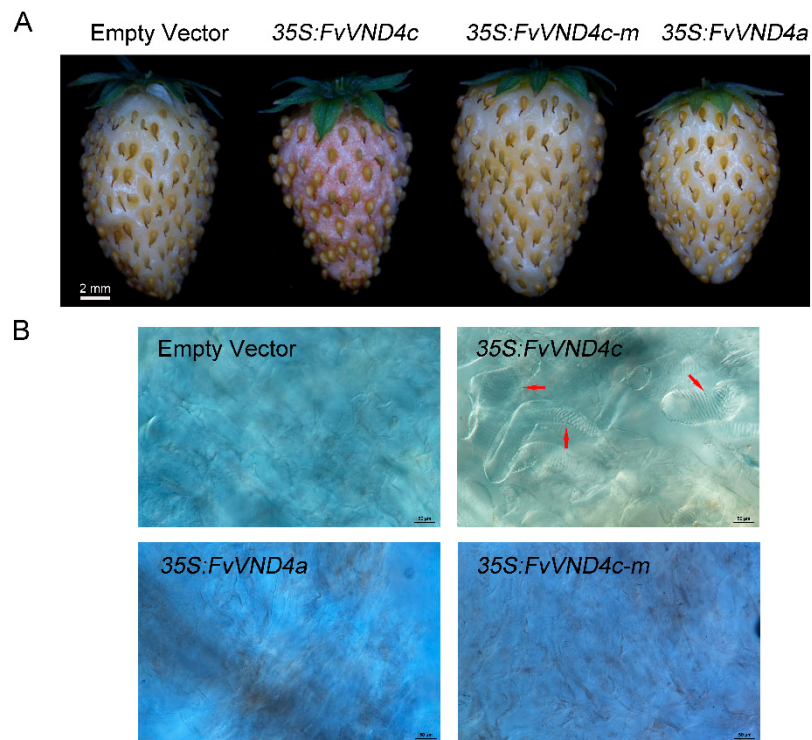

Supplemental Figure S3. Assessment of mutation in FvVND4c

(A) Phenotypes of fruits that were infiltrated with agrobacterium containing FvVND4c and FvVND4c-m overexpression and empty vector at 7 days.

(B) DIC images of hand-sectioned infected fruits infected by agrobacterium containing either empty vector, 35S: *FvVND4c*, 35S: *VND4a* or 35S: *FvVND4c-m*. Arrows show TE-like cells induced by FvVND4c overexpression.

Supplemental Figure S4.

A

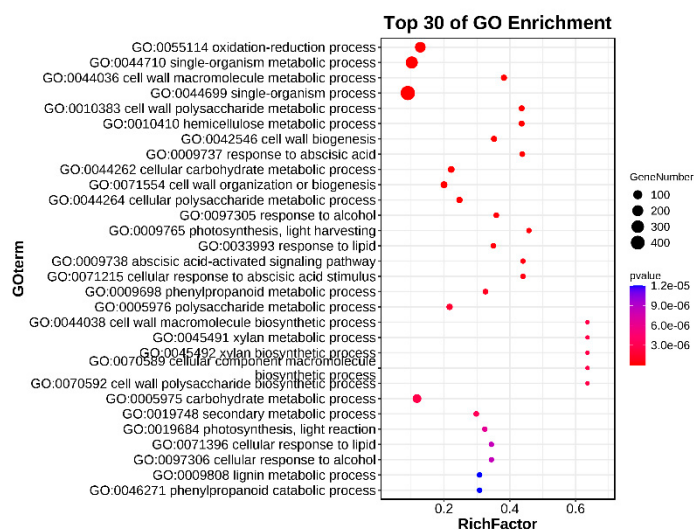

B

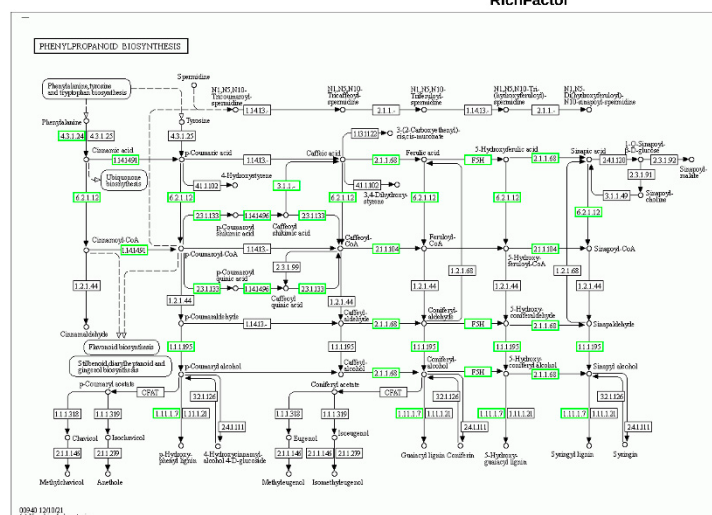

Supplemental Figure S4. GO enrichment analysis and KEGG enrichment analysis of genes co-induced by overexpression of FvVND4c and FvMYB46.

(A) GO enrichment analysis based on the overlapping differential expressed genes in response to overexpression of FvVND4c and FvMYB46. ($p < 0.05$, $|\log_2(\text{Fold change})| > 1.0$).

(B) KEGG enrichment analysis based on the overlapping 348 genes co-induced by overexpression of FvVND4c and FvMYB46 showed that genes involved in phenylpropanoid biosynthesis pathways contribute to lignin and flavonoid synthesis were enriched.

How the deposited data were processed for this re-analysis (not part of the article)

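RNA-seq counts were analysed for 8 libraries of *F. vesca* fruit, 2 in each of 4 groups, namely FvVND4c overexpression, its empty vector, FvMYB46 overexpression and its empty vector. The labels give infiltration at 20 days after pollination, sampling 7 days after infiltration and at least 5 fruits per treatment. The paper states 3 biological replicates per sample and the labels list 2, and the 2 were used. Sources used here do not say which fruits went into which library, so the tests measure the spread between libraries.

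The count files hold whole numbers of reads per gene, which the authors made with fastp 0.20.1, HISAT2 2.2.1 against *F. vesca* genome v4.0.a2, SAMtools 1.9 for removal of PCR duplicates and featureCounts 2.0.3. The strand setting of the counting is not stated, so reads of overlapping genes could not be told apart, and the spans of 3972 of 34009 genes overlap another gene, 3243 of them on the opposite strand. None of the genes given by identifier has a span that overlaps another. A second set of files holds TPM values, which the authors had computed before deposition from the same counts for 17698 genes. Every TPM value was checked to equal the count over the whole gene span, introns included, rescaled to a fixed sum over the genes kept. The filter behind these 17698 genes is not stated. Genes with totals as low as 11 counts over the 8 libraries were kept and genes with totals up to 98 were left out.

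The counts of a library summed to between 9765362 and 12845942. The gene with most counts took at most 0.78% of a library and the 10 genes with most counts took 3.62% to 5.04%. A level of 3 counts was used as the floor for a zero, which covers counting error only. Where both libraries of a group were at 0, the fold was given as the mean CPM of the other group over the CPM of 3 counts in the silent group. For the genes given by identifier with the largest rises, the lower limit of the 95% exact binomial interval was given beside it. Where a group held 1 to 3 counts, the ratio of the pooled counts over the scaled totals was given with its 95% exact binomial interval.

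The test was edgeR 4.0.16 in R 4.3.3, with limma 3.58.1, filterByExpr at its default settings, TMM scaling and the quasi-likelihood test, in 1 fit of all 8 libraries with 4 groups and no covariate. This kept 18766 genes (55.2%), with a common biological coefficient of variation of 0.107. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. CPM values use the TMM-scaled totals. The standard error of a log2 fold change was taken as its size over the square root of the quasi-likelihood F, which is approximate. The comparisons were each overexpression group against the empty vector of its own experiment, the difference of these responses, and the empty vectors against each other. The overlap was compared with that of independent lists by two-sided Fisher's exact tests. With 2 libraries against 2, the smallest two-sided permutation p for a single gene is 0.333, so no such test and no count of other splits of the samples was made.

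The test was tried on simulated counts for 18766 genes, with the totals of the real libraries and the mean counts of the 4 empty-vector libraries. The spread of each gene was that estimated from the real counts, and no difference between the experiments was simulated. The false calls therefore do not give the rate of false calls in the real data. For FvVND4c, edgeR recovered 85% of 100 genes changed 3-fold and 96% of 100 genes changed 8-fold, with 5 false calls. For FvMYB46, it recovered 84% and 97%, with 6 false calls. DESeq2 1.42.0 recovered 77% and 91% with 4 false calls for FvVND4c, and 81% and 94% with 1 false call for FvMYB46.

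The tests, the thresholds, the rule for the genes given by identifier and most alternatives were set before the data were examined. The alternatives were DESeq2 on all 8 libraries or on the 4 libraries of each comparison with adjusted or unadjusted p, edgeR with unadjusted p, with no fold threshold, with RLE scaling, with no filter on low counts, with at least 10 counts in every library, on the 4 libraries of each comparison or with the replicate number as a block, limma on the log2 of TPM plus 1 or plus 0.1, and leaving out each library in turn. Fits on only the genes of the authors' TPM files, and fits against the empty vector of the other experiment or against all 4 empty-vector libraries, were added after the data were seen.

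By the rule, where no table pairs identifiers with names, the genes given by identifier are the 2 largest rises and the 2 largest falls of each comparison by fitted log2 fold change, among called genes with both overexpression libraries beyond both empty-vector libraries and a mean of at least 1 CPM over the 4 libraries. Of 34009 gene identifiers, 0 matched the gene table at hand, which holds 24946 genes of assembly FraVesHawaii_1.0, another build. The genes that the paper names, FvVND4c and FvMYB46 included, the gene lists, and the GO and KEGG terms were therefore not analysed here, and the overexpressed genes were not checked in the libraries. Neighbouring genes were compared with 10000 shuffles of the calls over the tested genes of each chromosome, in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3, after a check on simulated calls. Figures were drawn with Matplotlib 3.10.9.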

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

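The tests of explanations in this part were chosen after the results were seen. With groups of 2 libraries, no single library was tested for standing apart from its group.

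The response to FvVND4c differed from the response to FvMYB46 in 1806 genes by edgeR's quasi-likelihood test of the difference, which is a difference between groups. Each response was taken against the empty vector of its own experiment, so a difference between the empty-vector groups enters this count, and its share was not tested.

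A total of 77 genes (14.3% of those called with both constructs) were called in opposite directions, which is a difference between groups that rests on the separate calls. The empty-vector groups were called different from each other in 40 of these genes. Against the mean of all 4 empty-vector libraries, 21 of the 77 were still called in opposite directions, and against the empty vector of the other experiment, 10 of the 77 kept both calls. Of the 462 genes called in the same direction, 389 (84.2%) kept both. Such a comparison shifts each fold change by the difference between the empty-vector groups, and each construct was tested in 1 experiment only. If the experiments differ in both of their groups, the comparison with the own empty vector is the valid one. Opposite effects of the constructs and a difference between the empty-vector groups can therefore not be told apart for these genes, and why the empty-vector groups differ was not tested.

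In data the paper does not discuss, 55 genes had at least 10 counts in both FvMYB46 overexpression libraries and no count in the other 6 libraries, and 9 genes had at least 10 counts in both FvVND4c overexpression libraries and no count in the other 6. No gene met the same condition for the empty vector of the FvVND4c experiment (0) or of the FvMYB46 experiment (0). A further 8 genes had at least 10 counts in all 4 overexpression libraries and no count in the 4 empty-vector libraries.

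Along with these genes, both FvMYB46 overexpression libraries had counts in more genes than any other library. With every library thinned to 9765362 counts, the lower of them had counts in 22878 genes and the highest of the other 6 in 22125, a gap of 753 genes against a range of 503 among the other 6, which argues against sequencing depth as the cause. An even background over gene spans, such as genomic DNA, was tested on the 8973 genes with no count in the other 6 libraries, of which 1045 had a count in either FvMYB46 overexpression library. Such a background reaches genes in proportion to their spans, which the count files give as gene lengths. With every such gene in the 25% with the longest spans (357) taken as background, 317 genes are expected in the other 75% (352 at the upper 95% limit of the rate), and 688 were found. Among genes with only 1 to 3 counts, 244 are expected there and 538 were found. These values argue against an even background as the whole source of these 1045 genes, and a part of them stays open to it. How many such genes another pair of libraries would have was not counted, so the values do not decide the cause of the gap of 753 genes. Activation of silent genes by FvMYB46 may explain the higher number of genes, but reads from other cells or organisms and reads shared between paralogs were not tested and stay open, as does any difference in handling between the groups.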

How the results depend on the processing

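The fits on only the genes of the authors' TPM files and the fits against other empty-vector libraries were chosen after the data were seen. Counts of differentially expressed genes under other settings were set against the counts of the test described above, not against the paper's. They lay within 1.5 times of these in 13 of 15 other settings for FvVND4c and in 13 of 15 for FvMYB46. The same held in 12 of 14 for the overlap and in 8 of 9 for the difference of responses. With no fold threshold the counts were 1760, 4935, 1050 and 2831, and 240 instead of 77 genes were called in opposite directions. With at least 10 counts in every library, where genes that were silent in any library are left out, they were 580, 1507 and 308, and 1326 for the difference of responses. Upregulated genes outnumbered downregulated genes for both constructs in all of these settings. The difference of responses could not be fitted on 4 libraries. In limma on TPM, it was higher with FvVND4c in 451 genes and lower in 1281 with 1 added, and 434 and 1253 with 0.1 added, compared with 707 and 1099, and the cause was not tested.

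The comparison of the empty vectors also depended on the setting. Instead of 420 genes it gave 249 with DESeq2 on 4 libraries and adjusted p, 251 when restricted to the authors' TPM genes, 228 with edgeR on 4 libraries, 847 with unadjusted p and 818 with no fold threshold. The correlation of the responses (0.307) was 0.196 with DESeq2 fold changes, which also cover genes that edgeR's filter left out, and 0.228 over genes called in either comparison. The causes of these shifts were not tested, apart from the wider thresholds.

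Leaving out 1 library, whose group then has a lone library assumed to vary like the others, gave 670 to 1264 genes for FvVND4c, 2019 to 2780 for FvMYB46, 379 to 617 for the overlap, 1240 to 2405 for the difference of responses, 188 to 763 for the empty vectors and 0.257 to 0.332 for the correlation. Among the empty-vector comparisons, the count was 204 and 188 without replicates 1 and 2 of the FvVND4c empty vector and 763 without replicate 1 of the FvMYB46 empty vector.

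With the replicate number as a replicate block, the counts were 1129, 2624, 597, 2151 and 435, all within 1.5 times. The empty-vector comparison then gave 187 genes higher and 248 lower in the FvMYB46 experiment, compared with 116 and 304, and shared 310 of its 420 calls. Nothing in the labels or the paper says that the numbers pair the libraries. Deviations of same-numbered libraries from their group means correlated at 0.243 within the FvVND4c experiment and 0.176 within the FvMYB46 experiment, and at 0.115 to 0.220 across experiments.

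For the 8 genes given by identifier, 175 of 176 values under other settings kept their direction and call, and 0 reversed. The setting with a minimum count in every library gave no value, as each of these genes fell below it in some library. Values of edgeR with unadjusted p or no fold threshold come from the same fit with wider thresholds, so they cannot lose a call. These genes were also picked by their large fold changes in the same data. The fall of FvH4_3g09210 lost its call against the empty vector of the FvMYB46 experiment. The planned tests of gene lists and of the genes the paper names could not be run, as identifiers had no names. Depth limits the fold changes of genes near 3 counts, which are 0.234 to 0.307 CPM.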

Differences from the paper's values

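The counts below use the paper's thresholds of 0.05 and 1, with adjusted p, while the paper does not state whether its p was adjusted. An alternative is said to come within 1.5 times of the paper's value or not, and this does not identify the paper's method. The alternatives were set before the data were examined, except where stated. The paper's tables of called genes were not used here, so how many of the paper's genes an alternative drops was not counted.

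Genes downregulated by FvVND4c numbered 209, against the paper's 106. Within 1.5 times of the paper's value were DESeq2 on all 8 libraries (128), DESeq2 on 4 libraries with adjusted p (121), at least 10 counts in every library (110) and 5 of 8 fits leaving out 1 library. Beyond it were DESeq2 with unadjusted p (261), edgeR with unadjusted p (426), no fold threshold (480), RLE scaling (208), no filter (164), edgeR on 4 libraries (238), the replicate block (287), limma on TPM plus 1 (202) and plus 0.1 (244) and 3 of 8 fits leaving out 1 library.

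Genes differentially expressed with FvMYB46 numbered 2539, against the paper's 1608. Within 1.5 times were DESeq2 on all 8 libraries (2112), DESeq2 on 4 libraries with adjusted p (1976), at least 10 counts in every library (1507), edgeR on 4 libraries (2347), limma on TPM plus 1 (1756) and plus 0.1 (2014) and 2 of 8 fits leaving out 1 library. Beyond it were DESeq2 with unadjusted p (2540), edgeR with unadjusted p (2783), no fold threshold (4935), RLE scaling (2556), no filter (2561), the replicate block (2624) and 6 of 8 fits leaving out 1 library.

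Genes upregulated by FvMYB46 numbered 1889, against the paper's 1172. Within 1.5 times were DESeq2 on all 8 libraries (1551), DESeq2 on 4 libraries with adjusted p (1477), at least 10 counts in every library (1007), limma on TPM plus 1 (1354) and plus 0.1 (1529) and 3 of 8 fits leaving out 1 library. Beyond it were DESeq2 with unadjusted p (1885), edgeR with unadjusted p (2037), no fold threshold (2940), RLE scaling (1875), no filter (1917), edgeR on 4 libraries (1770), the replicate block (1942) and 5 of 8 fits leaving out 1 library.

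Genes differentially expressed with both constructs numbered 539, against the paper's 348 in its text, while the legend of Figure 6C gives the paper's 384. Within 1.5 times of 348 were DESeq2 on all 8 libraries (461), DESeq2 on 4 libraries with adjusted p (403), no filter (484), at least 10 counts in every library (308), edgeR on 4 libraries (511), limma on TPM plus 1 (402) and plus 0.1 (440) and 6 of 8 fits leaving out 1 library. Beyond it were DESeq2 with unadjusted p (542), edgeR with unadjusted p (737), no fold threshold (1050), RLE scaling (548), the replicate block (597) and 2 of 8 fits leaving out 1 library.

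Genes differentially expressed with FvMYB46 only numbered 2000, against the paper's value of about 1300 in Fig. 6A, read by eye. The paper's text gives 1608 genes with FvMYB46 and 348 with both, which leaves fewer than 1300 for FvMYB46 only. The settings below were set against the value read by eye. By the values of the text, the fit without replicate 2 of the FvMYB46 empty vector lies beyond 1.5 times instead of within it. Within 1.5 times were DESeq2 on all 8 libraries (1651), DESeq2 on 4 libraries with adjusted p (1573), at least 10 counts in every library (1199), edgeR on 4 libraries (1836), limma on TPM plus 1 (1354) and plus 0.1 (1574) and 3 of 8 fits leaving out 1 library. Beyond it were DESeq2 with unadjusted p (1998), edgeR with unadjusted p (2046), no fold threshold (3885), RLE scaling (2008), no filter (2077), the replicate block (2027) and 5 of 8 fits leaving out 1 library.

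DESeq2 on 4 libraries with only the genes of the authors' TPM files and adjusted p, which was chosen after seeing the values, gave 121 downregulated genes with FvVND4c, 1746 genes with FvMYB46 of which 1277 were upregulated, and 398 with both, all within 1.5 times of the paper's values.

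The median library summed to 11.7 M counts, against the paper's average of 41.3 M mapped reads per sample. These are different measures, as the counts cover only reads assigned to genes after duplicates were removed. Whether a read pair was counted as 1 or as 2 is not stated, the size of the gap was not tested for its causes, and none of the alternatives changes these totals.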

Other observations

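The comparisons in the next paragraph were chosen after the data were seen, as was the test on neighbouring genes that point away from each other, while the other tests of neighbouring genes were set before their results were seen.

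When each overexpression group was compared with the empty vector of the other experiment, 635 of the 783 genes upregulated by FvVND4c (81.1%) and 1334 of the 1889 upregulated by FvMYB46 (70.6%) were called in the same direction again. Of the downregulated genes, 51 of 209 with FvVND4c (24.4%) and 295 of 650 with FvMYB46 (45.4%) were. Any difference between the experiments is added to each fold change here, so these numbers do not decide which calls hold. In all, 1180 genes were called for FvVND4c and 2116 for FvMYB46 against the other empty vector, and 1041 and 2332 against all 4 empty-vector libraries, with 647 in both lists, which then share their controls.

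Genes called in the same direction lay next to each other more often than in 10000 shuffles of the calls over the tested genes. For FvVND4c there were 99 such pairs, with a median of 34 and at most 56 in the shuffles, and for FvMYB46 385, with a median of 213 and at most 261. The comparison of the empty vectors also had 30, with at most 17 in the shuffles, so the pattern is not particular to overexpression. Reads shared between genes with overlapping spans are argued against as the whole cause, since pairs with separate spans numbered 96 for FvVND4c (at most 54 in the shuffles) and 369 for FvMYB46 (at most 252). A transcript annotated as 2 genes, or read-through into the next gene, was tested on separate genes that point away from each other, which neither can join whatever the strand setting of the counting. For FvMYB46, 83 such pairs were found and at most 74 in the shuffles (one-sided permutation p = 0.0001, the smallest the shuffles can give), which argues against this as the whole cause. It stays open for the pairs on the same strand, which numbered 240 (at most 156 in the shuffles), as for those of FvVND4c, which numbered 66 (at most 35). For FvVND4c, 18 pairs pointed away from each other and at most 21 in the shuffles (one-sided permutation p = 0.0011), and as this value lies within the range of the shuffles, this explanation cannot be told apart from the others. The test set beforehand, on all separate pairs on opposite strands, gave 129 for FvMYB46 (at most 128 in the shuffles) and 30 for FvVND4c (at most 32), but it decides nothing, since without strand, read-through from a gene is counted for a neighbour that points towards it. Pairs that point towards each other numbered 46 for FvMYB46 (median 42 in the shuffles, one-sided permutation p = 0.297) and 12 for FvVND4c (median 7, one-sided permutation p = 0.0464). Among pairs over 5000 bp apart, FvVND4c had 19 (median 13 in the shuffles, one-sided permutation p = 0.0804) and FvMYB46 had 150 (at most 118). Joint regulation of neighbouring genes may contribute, but it was not tested, and reads shared between tandem copies of a gene stay open.

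Runs of at least 5 adjacent tested genes called in the same direction were found for both constructs. With FvVND4c, 7 genes on chromosome 5 from 1987912 to 2001843 and 5 genes from 2011980 to 2028157 were upregulated, of which 3 and 2 were also upregulated by FvMYB46. With FvMYB46, 8 genes on chromosome 4 from 22758408 to 22774051 were upregulated, of which 4 were also upregulated by FvVND4c, as were 6 genes on chromosome 5 from 2022945 to 2053961, of which 4 were also upregulated by FvVND4c. Further runs of 6 genes upregulated by FvMYB46 lay on chromosome 1 from 11377822 to 11489620, on chromosome 2 from 16869122 to 16895221 and on chromosome 4 from 27305282 to 27374693, of which 1, 1 and 0 were also upregulated by FvVND4c. On chromosome 2, 6 genes from 17794849 to 17832538 were downregulated by FvMYB46, of which 1 was also downregulated by FvVND4c.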
